# Body weight and high‐fat diet are associated with epigenetic aging in female members of the BXD murine family

**DOI:** 10.1111/acel.13207

**Published:** 2020-08-12

**Authors:** Jose Vladimir Sandoval‐Sierra, Alexandra H. B. Helbing, Evan G. Williams, David G. Ashbrook, Suheeta Roy, Robert W. Williams, Khyobeni Mozhui

**Keywords:** age acceleration, DNA methylation clock, life span, longevity

## Abstract

DNA methylation (DNAm) is shaped by genetic and environmental factors and modulated by aging. Here, we examine interrelations between epigenetic aging, body weight (BW), and life span in 12 isogenic strains from the BXD family of mice that exhibit over twofold variation in longevity. Genome‐wide DNAm was assayed in 70 liver specimens from predominantly female cases, 6–25 months old, that were maintained on normal chow or high‐fat diet (HFD). We defined subsets of CpG regions associated with age, BW at young adulthood, and strain‐by‐diet‐dependent life span. These age‐associated differentially methylated CpG regions (age‐DMRs) featured distinct genomic characteristics, with DNAm gains over time occurring in sites such as promoters and exons that have high CpG density and low average methylation. CpG regions associated with BW were enriched in introns, tended to have lower methylation in mice with higher BW, and were inversely correlated with gene expression (i.e., higher mRNA levels in mice with higher BW). CpG regions associated with life span were linked to genes involved in life span modulation, including the telomerase reverse transcriptase gene, *Tert*, which had both lower methylation and higher expression in long‐lived strains. An epigenetic clock defined from age‐DMRs revealed accelerated aging in mice belonging to strains with shorter life spans. Both higher BW and the HFD were associated with accelerated epigenetic aging. Our results highlight the age‐accelerating effect of heavier BW. Furthermore, we demonstrate that the measure of epigenetic aging derived from age‐DMRs can predict genotype and diet‐induced differences in life span among female BXD members.

## 1 INTRODUCTION

The “epigenetic clock” based on DNA methylation (DNAm) has emerged as a widely used biomarker of aging that surpasses telomere length assays in its accuracy and utility (Breitling et al., 2016; Marioni et al., 2018). Often referred to as DNAm age (DNAmAge), the CpG‐based estimator of biological age comes in a few different versions for both humans and mice (Hannum et al., 2013; Horvath, 2013; Levine et al., 2018; Petkovich et al., 2017; Stubbs et al., 2017; Thompson et al., 2018; Wang et al., 2017). All these clocks share a common feature—they rely on the methylation status of preselected subsets of CpGs that are each assigned weights and are used collectively to estimate age. A critical question has been: are these DNAmAge clocks detecting changes that are purely a function of time, and therefore, correlates of chronological age? Or are they providing a measure of the intrinsic pace of biological aging that can be related to health, fitness, and life expectancy? Evidence from human epidemiological studies indicates that some versions of the clock perform well at predicting life expectancy, and a younger DNAmAge relative to chronological age implies decelerated biological aging, and is associated with a lower risk of disease and increased longevity (Chen et al., 2016; Levine et al., 2018; Lu et al., 2019; Marioni, Shah, McRae, Chen, et al., 2015; Marioni, Shah, McRae, Ritchie, et al., 2015).

In mice, life span extending interventions such as calorie restriction (CR) and treatment with rapamycin, or strong genetic mutations that drastically reduce body weight (e.g., *Ames* and *Snell* dwarf mice), have been shown to significantly decelerate the epigenetic clock (Cole et al., 2017; Petkovich et al., 2017; Sziraki, Tyshkovskiy, & Gladyshev, 2018; Thompson et al., 2018; Wang et al., 2017). However, to date, most DNAmAge estimations in mice have been modeled on the canonical C57BL/6J (B6) background strain (Cole et al., 2017; Petkovich et al., 2017; Stubbs et al., 2017; Thompson et al., 2018; Wang et al., 2017). Similar to interindividual variation in humans, aging trajectories vary considerably among different mouse strains, and common DNA variants contribute to the pace of normal aging and longevity (Yuan et al., 2009). Whether the differential rates of epigenetic aging can discern normative life span differences between mouse strains remains an open question. Furthermore, if body weight reduction due to CR or dwarfing mutations can slow down the clock, then another question is: can subtle differences in normal body weight also have an impact on DNAmAge?

The BXD recombinant inbred strains are the most deeply phenotyped mouse genetic reference panel, and have a long history in aging and longevity research (De Haan & Van Zant, 1999; Gelman, Watson, Bronson, & Yunis, 1988; Haan, Gelman, Watson, Yunis, & Van Zant, 1998). Notably, the different BXD sibling strains exhibit wide variation in life expectancy. Some strains have a mean life expectancy of less than 15 months (e.g., BXD13, BXD5), while others typically live well over two or even 3 years (e.g., BXD19, BXD65) (Gelman et al., 1988; Haan et al., 1998; Lang et al., 2010; Roy et al., 2019). Longevity data in the BXDs have been collected since the 1980s. Life span data continue to be collected from an enlarged family that now consists of 150 sets of isogenic siblings (Ashbrook et al., 2019; Gelman et al., 1988; Roy et al., 2019). The BXDs were derived by crossing two parental strains, B6 and DBA/2J (D2), and then inbreeding the progeny (Ashbrook et al., 2019). Genomes of the BXDs therefore represent random recombinations of the B6 and D2 genomes, and each strain is a unique mosaic of homozygous B6 or D2 genotypes. The D2 strain is considered to have a more accelerated aging profile, and has consistently shorter life span than B6 (Yuan, Peters, & Paigen, 2011; Yuan et al., 2009). Other age‐associated parameters include rapid thymic involution (Hsu, Li, Zhang, & Mountz, 2005), quicker replicative senescence of hematopoietic stem cells (De Haan & Van Zant, 1999), and increased tail tendon breakage in D2 compared to B6 (Sloane et al., 2011). Due to random assortment of gene variants, the progeny BXDs have a greater range of variation in life span and aging traits (De Haan & Van Zant, 1999; Roy et al., 2019), and provide a unique resource with which to dissect the interrelations between epigenetic aging and longevity.

Here, we leveraged the extensive longevity data generated for the BXDs (Roy et al., 2019) to evaluate associations between body weight, epigenetic aging, and life span. We used affinity‐capture enrichment with the methyl‐CpG‐binding domain protein (MBD), followed by deep sequencing (MBD‐seq) to profile the aging liver methylome of 12 BXD strains (Aberg, Chan, Xie, Shabalin, & van den Oord, 2018). To examine the impact of a common metabolic stressor, we also quantified the methylome on a subset of BXD cases maintained on a high‐fat diet (HFD), a diet that decreased life span by as much as 12% (Roy et al., 2019). Our goal was to chart differentially methylated regions related to aging, and to strain differences in body weight and life span, and to examine correlation with gene expression. We computed a simple DNAm clock using the age‐dependent CpG regions, and this revealed strain differences in rates of epigenetic aging. Overall, our results show that both higher body weight and HFD can have an accelerating effect on the epigenetic age, and this can then be related to life span.

## 2 RESULTS

### 2.1 BXD strain selection and life span and body weight characteristics

The present work is based on data collected from two separate cohorts of BXD mice. Life span data were collected from a group of female BXDs, referred to as the “*longevity cohort*,” that were kept either on *ad libitum* standard chow (control diet or CD) or on HFD, and allowed to age until mortality. The BXD strains exhibited a wide range in natural life span, and HFD reduced overall longevity. Details on this *longevity cohort* are reported in Roy et al. (2019). Based on the life span data, 12 members of the BXD panel (including F1 hybrids) were selected for DNAm assays as they were representative of the wide variation in life span. This included related sub‐strains with differences in life span (BXD65/BXD65b, and BXD73/BXD73b; Table 1 and Figure 1a). Figure 1a plots the ages at natural death for mice in the *longevity cohort*, and sample sizes for life span determination for these selected strains range from 6 to 22. For five of these, we included mice maintained on HFD as these strains showed significant reduction in life span (specifically, BXD65 on HFD; Figure 1a) or were related sub‐strains with variable response to HFD (e.g., BXD48 had slight life span reduction, but BXD48a appeared unaffected by HFD; Table 1). Based on life span averages, each strain‐by‐diet group was classified as short‐lived (mean life span <600 days), medium‐lived (600–750 days), and long‐lived (>800 days; no strain on HFD were in this group). Note that a strain classified as long‐lived on CD may be classified as short‐lived on HFD (Table 1).

**TABLE 1:** Characteristics of selected strains from the BXD family.

Strain/line	Mean life span (days)^a^	Longevity trait			Diet^c^	Biospecimen	
		Median life span (days)^a^	Range (days)^a^	Life span Group^b^		*N* ^c^	Age range (days)^c^
B6D2F1	933 ± 86	896	856–1080	Long	CD	5^d^	216–726
BXD102	861 ± 222	891	514–1131	Long	CD	5^d^	183–714
BXD40	585 ± 239	577	172–949	Short	CD	8	284–719
BXD48	695 ± 124	684	516–948	Med	CD	3	188–731
BXD48	523 ± 152	517	167–821	Short	HFD	3	189–595
BXD48a	617 ± 196	670	161–881	Med	CD	3	233–604
BXD48a	635 ± 113	650	424–800	Med	HFD	3	233–543
BXD65	824 ± 199	896	275–938	Long	CD	6	181–711
BXD65	534 ± 128	551	236–736	Short	HFD	3^e^	230–541
BXD65b	726 ± 91	751	536–854	Med	CD	4	187–748
BXD73	702 ± 116	687	553–854	Med	CD	4	206–759
BXD73	699 ± 112	715	480–889	Med	HFD	3	206–694
BXD73b	820 ± 129	807	656–1055	Long	CD	3	237–743
BXD73b	742 ± 193	790	154–951	Med	HFD	3	237–729
BXD79	417 ± 155	330	241–703	Short	CD	7	217–570
BXD9	507 ± 135	462	337–956	Short	CD	3	245–548
D2B6F1	771 ± 143	791	585–996	Long	CD	4^d^	210–744

^a^ Life span for strains under standard or high‐fat diet estimated from an aging cohort of mice co‐housed with mice used for biospecimen collection and methylome assays.

^b^ Groups based on phenotypic life span: short = average life span <600 days; med = average 640–750 days, and long = average life span >800 days.

^c^ Diet, sample size, and age range of mice used to generate methylome data. CD = control diet; HFD = high‐fat diet.

^d^ One male case; see Table S1 for individual‐level data.

^e^ One case excluded due to uncertain identity.

**FIGURE 1:**
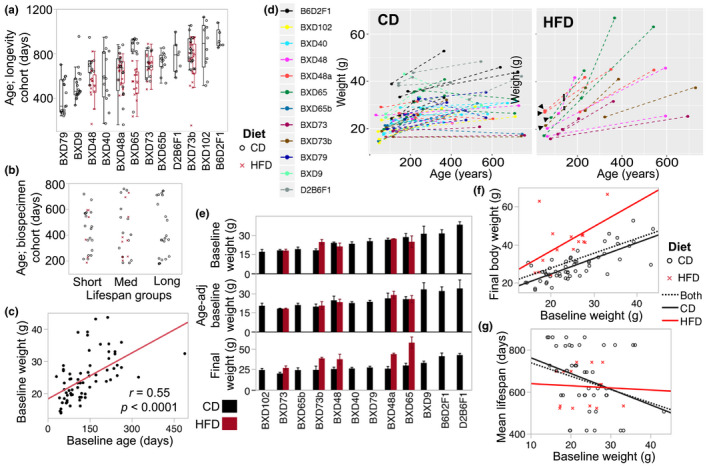
Age distribution, and life span and body weight characteristics. (a) Each point depicts a *longevity cohort* mouse that was allowed to age till mortality either on control diet (CD; black circles) or high‐fat diet (HFD; red crosses). There was a total of 225 mice, and mean sample size was 13 (ranging from 6 to 22) per strain‐by‐diet. (b) Each point depicts a *biospecimen cohort* mouse used for tissue harvest and methylome assay. Age distribution (*y*‐axis) is uniform across the three life span groups. (c) At baseline, before introduction to HFD, age was significantly correlated with body weight. (d) Individual trajectory of change in body weight from baseline to final age is plotted with each mouse colored by strain. Mice in the HFD group were introduced to the diet at the time of initial weight measurement, with the exception of 4 mice belonging to BXD48a, BXD65, and BXD73b (black arrows) that were placed on HFD at age ~145 (entry to HFD marked by black rectangles for the 4 mice). (e) The bar plots show average body weight at young adulthood (original baseline weight, and residual values after adjustment for age), and final body weight. Error bars are standard error. (f) The baseline body weight (*x*‐axis) was a significant predictor of individual body weight at older age (*y*‐axis); *r* = 0.53 (*p* < 0.0001) for all mice; *r* = 0.77 (*p* < 0.0001) CD group; *r* = 0.53 (*p* = 0.04) for 15 HFD group. (g) Baseline weight was negatively correlated with mean life span (*y*‐axis) for the strain‐by‐diet groups. However, when separated by diet group, this inverse correlation was significant only for the CD group; *r *= –0.27 (*p* = 0.04) for all mice; *r *= –0.31 (*p* = 0.04) for the CD group; ns for HFD groups

A parallel, identically treated and strain‐matched group, the “*biospecimen cohort*,” was maintained for tissue collection at different ages, and liver samples were obtained from this. We selected 70 liver specimens for the corresponding 17 strain‐by‐diet groups. These were chosen so that distribution of age at time of tissue collection was closely matched across the life span groups (Figure 1b; individual‐level sample information in Table S1). We note that aside from three male cases for BXD102, B6D2F1, and D2B6F1 (Table S1), all liver specimens were from females. Mice were initially weighed at young adulthood (mean age of 134 ± 81 days), and at this stage, age was a significant correlate of weight (Figure 1c). We refer to this as baseline body weight or BW0. The mice assigned to HFD were introduced to the diet at the time of initial weighing, with the exception of four that were introduced 90 days later (see Figure 1d). Mice spent 73–614 days on HFD (Table S1) before final weighing on the day of sample collection, by which time, the group on HFD had become significantly heavier to the matched strains on CD (HFD = 41 ± 12 g vs. CD = 26 ± 6 g, *p* < 0.0001; *n* = 34). For the HFD group, the final weight was uncorrelated with the number of days on HFD. The weight of the liver on HFD was slightly heavier but the effect was not statistically significant, likely due to the modest sample size for HFD (HFD = 1.29 ± 0.23 g vs. CD = 1.22 ± 0.23 g; *p* = 0.37, *n* = 34). There was significant strain variation in BW0 even after adjusting for age, and the long‐lived F1s in particular, had higher body weights, and this hybrid vigor was apparent with or without the male cases (Figure 1e). The final weight of mice also showed significant strain variation (Figure 1e). Liver weight appeared fairly consistent across strains. By final weighing, age was no longer a significant correlate of body weight (*r* = 0.01) or liver weight (*r* = 0.12). Instead, BW0 remained a significant predictor of final weight in both the CD and HFD mice (Figure 1f). We performed a multivariable regression to evaluate the degree to which the final body weight was predicted by BW0, diet, strain, and chronological age. This showed that the strongest predictors of final weight were diet (*F*_(1,55)_ = 61, *p *= <0.0001), followed by baseline weight (*F*_(1,55)_ = 7, *p* = 0.009), and strain (*F*_(11,55)_ = 3, *p* = 0.0095), but not the final age of mice.

We next examined correlations between the individual weight measures from the *biospecimen cohort* and strain‐level life span from the *longevity cohort*. The F1s exhibited vigor in both longevity and body weight and including the F1s resulted in no significant correlation between weight and life span. After excluding the F1s, both BW0 and final weight showed inverse correlations with all the strain‐level indicators of life span (mean, median, maximum, and minimum life span) (Table S2). When separated by diet group, the correlation between mean life span and BW0 was significant only for the CD group (Figure 1g). A multivariable regression with strain, BW0, and diet showed that only strain (*F*_(9,48)_ = 42, *p *= <0.0001) and diet (*F*_(1,48)_ = 45, *p *= <.0001), but not BW0 (*F*_(1,48)_ = 1.5, *p* = 0.2), were significant predictors of strain mean life span. Since BW0 is highly dependent on strain, the variance attributed to BW0 may have lessened after accounting for the effect of strain. However, a similar multivariable regression with strain, final weight, and diet showed that along with strain (*F*_(9,48)_ = 49, *p* = <0.0001) and diet (*F*_(1,48)_ = 8, *p* = 0.007), the final weight (*F*_(1,48)_ = 7, *β* = −2.9, *p* = 0.009) was also a significant predictor of mean life span. Overall, the results indicate that mice with higher body weight are more likely to belong to strains with shorter life span, and these observations are consistent with the strong inverse correlation between body weight and longevity that is seen in the larger BXD longevity panel (Roy et al., 2019).

### 2.2 Strain‐dependent patterns in global features of the methylome

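The MBD-seq set has 1 library from the liver of each of 70 mice (67 females and 3 males), and no library is pooled. The mice fall into 17 strain-by-diet groups of 3 to 8, 12 on CD and 5 on HFD, from 12 strains and F1 crosses. The authors aligned paired-end reads to mm10 (GRCm38), removed duplicates, counted reads in 150 bp bins, and left out bins on chromosome Y, bins with no CpG and bins with few reads. The deposited values are log2 RPKM. A prior count of 2, which the methods do not state, was inferred from the lowest values, and with it a value of -0.41 stands for 0 reads. Whole reads were recovered from the steps between low values, and in each library 100% of the values fell on a whole read. Age is the age in days at tissue collection in Table S1 (181 to 759 days). The age recorded with the samples, 30 to 488 days, is that of the baseline weighing in 69 of 69 mice and was not used for age. Gene features were taken from a RefSeq annotation of GRCm38.p6, and the coordinates are of mm10. Of all bins, 44.7% were intergenic, 36.0% intronic, 13.9% exonic and 1.26% in promoters, and 1.59% overlapped a CpG island, counted by the bin's midpoint.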

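Reads in bins ran from 11028723 to 25828399 per mouse, with a median of 17360982 over 70 mice, and the median bin held 21 to 53 reads in a mouse. The medians of the CD groups, each with its range, were 17210010 in B6D2F1 (14735250 to 25828399), 19121638 in D2B6F1 (17783772 to 21123665), 19229501 in BXD102 (16913864 to 20037167), 19733769 in BXD40 (11853507 to 21481361) and 15862029 in BXD79 (14735901 to 17442567). They were 18420331 in BXD9 (17119193 to 22028738), 17587447 in BXD48 (14451384 to 21383317), 15740200 in BXD48a (15494954 to 18359864) and 17761167 in BXD65 (15009822 to 20986015). In the remaining CD groups they were 14945646 in BXD65b (11028723 to 17160012), 16852712 in BXD73 (15978676 to 19490047) and 16448878 in BXD73b (16443065 to 17761587). On HFD the medians were 21290128 in BXD48 (16582243 to 21655312), 15192726 in BXD48a (15043798 to 21406589), 16146923 in BXD65 (11441520 to 20405258), 17279397 in BXD73 (17085690 to 18998876) and 18455410 in BXD73b (17701765 to 18591327). Between 1 and 4340 bins of a mouse held no read, and 17475 bins (4.74%) had at least 1 mouse without a read.

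**Figure D1:**
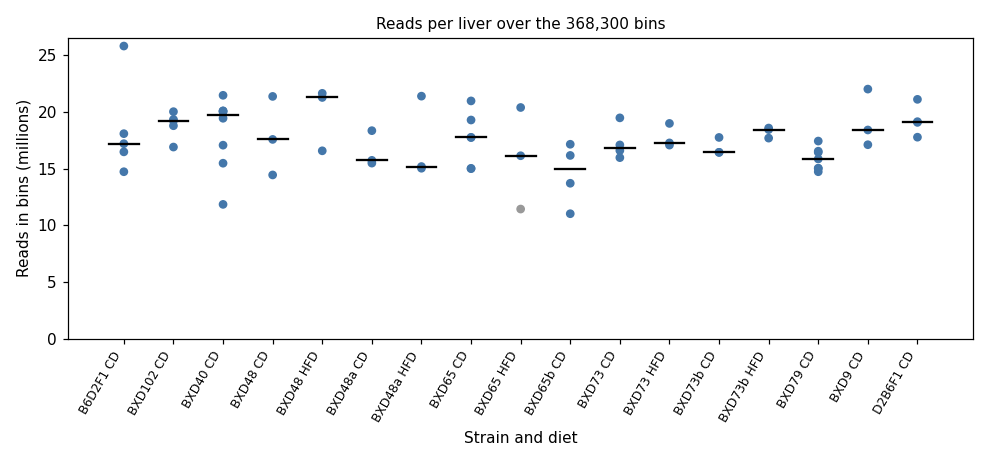
Reads in bins (y axis) of each of 70 mice in the 17 strain-by-diet groups (x axis). Points are mice, lines are group medians and the grey point is the excluded BXD65 HFD mouse, and the medians lie between 14945646 reads (BXD65b CD) and 21290128 reads (BXD48 HFD).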

Following genome‐wide MBD‐sequencing, we retained a set of 368,300 regions, each 150 bp in length, with sufficient coverage in the 70 samples. The majority of the CpG regions (83%) contained no sequence variants (SNPs or small insertions/deletions) segregating in the BXDs. For the 17% (62,422) with sequence variants, there was an average of 2 ± 1.6 variants within the 150 bp bin. 

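Within these 62422 bins, 33297 (53.3%) held 1 variant and the largest number was 22. The mean was 2.04 variants with an SD of 1.63 over bins. Between the 69 mice, the median SD of a bin's log2 RPKM was 0.33 in bins with variants and 0.27 in bins without.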

Consistent with the DNA enrichment and filtering protocols, the 368,300 CpG regions were enriched in annotated gene features such as UTR, introns, exons and CpG islands, and also rRNA and LTRs compared to the background genome (Table S3).

We started with a principal component analysis (PCA). 

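In a PCA of the 368300 bins over 70 mice, centred and not scaled, PC1 held 18.5% and PC2 13.1% of the variance. Strain (12 strains) accounted for 99% of the variance of PC1 and 99.1% of that of PC2 among the 69 mice. For each of the 69, the nearest other mouse on PC1 and PC2 was of the same strain or sub-strain with both F1 crosses counted together, and for 63 with the crosses apart. On PC1 the group means ran from -176.1 ± 11.2 (SD, BXD48a on HFD, n = 3) to 226.3 ± 4.73 (BXD73 on HFD, n = 3). BXD48 lay at -175.2 ± 32.6 on CD and -158.1 ± 15.3 on HFD (n = 3 each). On PC2 the highest means were those of BXD65 and its sub-strain.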

A plot of the top principal components, PC1 and PC2 (captured 19% and 13% of the variance, respectively), showed clustering of samples by strain identity, irrespective of diet (Figure 2a). The one exception was a BXD65 on HFD that plotted away from the BXD65 cluster, and due to its questionable identity, it was excluded from downstream analyses, and remaining statistical tests were done in 69 samples. 

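This mouse had a PC1 of 99 and a PC2 of 47.8, against -112.3 ± 29.4 and 194.2 ± 17.3 (mean ± SD) in the other 2 BXD65 mice on HFD. After subtracting each bin's mean over the mice, its most similar mouse over all bins was a BXD73 on HFD, at r = 0.223. Over 1934 bins with sequence variants whose values part the other 69 mice in 2 groups, its highest r with another BXD65 or BXD65b mouse was -0.0215. The same value in the other 69 mice, each against its own strain or sub-strain with both F1 crosses counted together, was at least 0.770 with a median of 0.957. The bins were chosen in these 69 mice.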

Sub‐strains (e.g., BXD73/BXD73b; BXD65/BXD65b) also clustered in close proximity. 

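On CD, mean PC1 was 216.5 ± 9.68 in BXD73 (SD, n = 4) and 208.9 ± 7.91 in BXD73b (n = 3). BXD65 and BXD65b were at -111.7 ± 14.5 (n = 6) and -81.9 ± 14.3 (n = 4) on PC1, and at 197.8 ± 6.75 and 205.6 ± 6.88 on PC2.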

Unsupervised hierarchical clustering confirmed the clustering of samples by strain identity rather than age or diet groups (QC plots in Figure S1).

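By the correlation over all bins of values centred on each bin's mean over the mice, the most similar mouse was of the same strain or sub-strain for 69 of 69 mice with B6D2F1 and D2B6F1 counted as 1 strain, and for 63 with these crosses apart. It was a mouse on CD for 5 of the 14 mice on HFD.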

**FIGURE 2:**
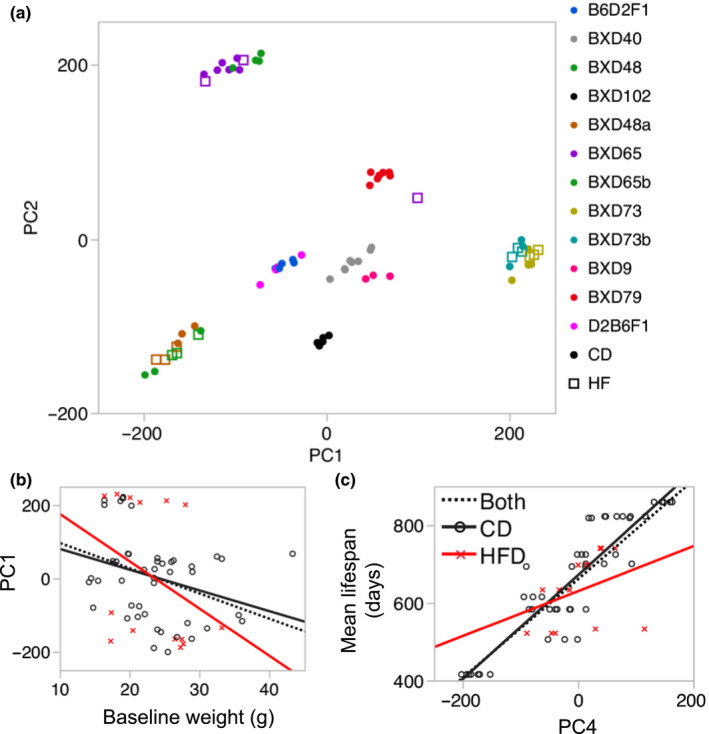
Global features of the methylome. (a) Scatter plot between the top 2 principal components—PC1 (19% of variance) and PC2 (13% of variance)—shows a strong population structure with mice clustering by strain identity (color coded). For strains with cases on both standard chow (CD; solid circles) and high‐fat diet (HFD; squares), the HFD and CD samples co‐cluster. (b) Body weight at young adulthood has a significant negative correlation with PC1 (*r *= –0.3, *p* = 0.02, *n* = 69). When partitioned by diet, the negative correlation is significant only for the CD (*r *= –0.30, *p* = 0.05). For HFD group, the negative correlation does not reach statistical significance (*r *= –0.35, *p* = 0.22). (c) The methylome in turn may be predictive of life span, and PC4 is strongly correlated with life span (*r* = 0.85, *p *= <0.0001, *n* = 69). When partitioned by diet group, the correlation is significant for the CD (*r* = 0.90; *p* < 0.0001), but not for the HFD group (*r* = 0.35; *p* = 0.22)

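PC3, PC4 and PC5 held 11.1%, 8.46% and 6.83% of the variance, 58.0% with PC1 and PC2. The 5 PCs and the genic and intergenic means were each set against 8 traits, a family of 56 relations over which p-values were adjusted (Benjamini-Hochberg). Each r (Pearson) and rho (Spearman) has a two-sided p from 100000 permutations of the mice, so 1e-05 is the smallest possible. Each r is also given without the 2 mice farthest from the median of the trait. Since strains form separate clusters on the PCs and life span is a value of the group, r over the 17 group means is given beside it.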

The top 5 PCs collectively explained 58% of the variance (Table S1), and we examined whether these were associated with age, diet, body and liver weights, and strain life span. Age was not a significant correlate of any of the 5 PCs. 

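Over the 69 mice, r with age was 0.0313 for PC1 (p = 0.799; rho = 0.0365, p = 0.765), 0.0207 for PC2 (p = 0.866; rho = 0.0422, p = 0.730) and -0.0812 for PC3 (p = 0.510; rho = -0.0665, p = 0.587). For PC4 r was -0.0116 (p = 0.926; rho = -0.0814, p = 0.507) and for PC5 r was 0.0987 (p = 0.418; rho = 0.117, p = 0.335). Without the 2 mice farthest from the median age r was 0.00464, -0.0188, -0.111, -0.0397 and 0.0792, and the adjusted p of the 5 correlations ran from 0.807 to 0.943.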

For strains with matched CD and HFD samples, the PCs did not differentiate between the diets. 

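In the 5 strains with both diets (14 HFD and 19 CD mice), the mean over strains of HFD minus CD was 0.988 on PC1 (two-sided permutation test of diet within strain, p = 0.863), where the SD over mice was 129.0. On PC2 to PC5 it was -0.733, 0.937, -4.63 and -0.204 (same permutation test, p = 0.889, 0.422, 0.698 and 0.943; adjusted p = 0.943 over 7 tests). The difference was positive in 2 of 5 strains on PC1, PC2, PC4 and PC5, and in 3 of 5 on PC3. For the mean over genic bins it was 0.017 log2 RPKM (p = 0.0520 by the same permutation test, higher on HFD in 4 of 5 strains) and for the intergenic mean -0.014 (permutation p = 0.0404, higher in 2 of 5), each with an adjusted p of 0.182 over the 7 tests.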

For the weight measurements, PC1 was a significant negative correlate of BW0 (Figure 2b), and final body and liver weights (correlations with and without F1s in Table S4). 

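PC1 and BW0 correlated at r = -0.311 (p = 0.00868, adjusted p = 0.0449; rho = -0.323, p = 0.00711), or -0.357 without the 2 mice farthest from the median. Final weight gave r = -0.314 (p = 0.00881, adjusted p = 0.0449; rho = -0.298, p = 0.0134; without 2 mice -0.281). Liver weight gave r = -0.414 in 67 mice (p = 0.000360, adjusted p = 0.00336; rho = -0.471, p = 8.0e-05; without 2 mice -0.489). Over the 17 group means, r was -0.375 for BW0 (permutation p = 0.137) and -0.715 for liver weight (p = 0.00118). The alternative that moved r of PC1 and BW0 most left out bins in which a mouse had no read, at r = -0.0961 (p = 0.434), and without BXD73 alone r was -0.0949 (p = 0.466). Bins without a read went with strain, at 1 to 638 per mouse in B6D2F1, 9 to 723 in D2B6F1 and 1478 or more in the inbred groups. Their cause was not tested.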

When partitioned by diet, the negative correlations remained significant only for the CD group. 

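On CD (n = 55), r of PC1 was -0.329 with BW0 (p = 0.0144; rho = -0.328), -0.281 with final weight (p = 0.0385, adjusted p = 0.135 over 56 relations) and -0.435 with liver weight (p = 0.00106). On HFD (n = 14), r was -0.351 with BW0 (p = 0.216), -0.508 with final weight (p = 0.0628) and -0.453 with liver weight (p = 0.101). Whether r differed between the diets was not tested.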

None of the other PCs were associated with the weight measurements. 

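For PC2 to PC5, r with the 3 weights over the 69 mice (67 for liver weight) ran from -0.155 (PC3 and BW0, p = 0.201) to 0.125 (PC4 and final weight, p = 0.307; rho = 0.0998). The adjusted p of these 12 correlations was 0.537 or more.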

For the strain longevity data, PC4 (8% of variance) was the strongest correlate of mean, median, minimum, and maximum life span (Figure 2c; Table S4). 

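PC4 correlated with median life span at r = 0.834 (p = 1e-05, the smallest possible, adjusted p = 0.000187; rho = 0.795, p = 1e-05), or 0.809 without the 2 mice farthest from the median. The mean gave r = 0.800 (p = 1e-05; rho = 0.809), the minimum 0.440 (p = 0.000210; rho = 0.458, p = 0.000100) and the maximum 0.697 (p = 1e-05; rho = 0.554), or 0.776, 0.448 and 0.658 without 2 mice. Over the 17 group means, r with median life span was 0.777 (permutation p = 0.000270). Group means of PC4 ran from -182.2 ± 16.7 in BXD79 (SD; median life span 330 days, n = 7) to 148.9 ± 12.5 in BXD102 (891 days, n = 5). Scaling bins to unit variance moved r most, to 0.587, and r was 0.602 without BXD79.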

PC2 and PC3 (11% of variance) were also significantly correlated with maximum life span (Table S4). These correlations between PCs and life span remained significant when restricted to the CD group.

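With maximum life span, r of PC2 was -0.334 (p = 0.00518, adjusted p = 0.0322; rho = -0.300, p = 0.0127; without 2 mice -0.314). For PC3 r was -0.297 (p = 0.0134, adjusted p = 0.0627; rho = -0.431, p = 0.000350; without 2 mice -0.293). Over the 17 group means, r was -0.322 for PC2 (permutation p = 0.210) and -0.287 for PC3 (p = 0.264).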

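In the 55 mice on CD, r of PC4 and median life span was 0.871 (permutation p = 1e-05). With maximum life span, r was -0.445 for PC2 (permutation p = 0.000710, adjusted p = 0.00497) and -0.236 for PC3 (p = 0.0829). These p-values count the 55 mice as independent, although life span has 1 value for each of the 12 CD groups.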

We computed the overall mean methylation for genic regions (i.e., CpG regions that overlap annotated gene features), and intergenic regions, to examine whether these global features would explain the variance captured by the top PCs. 

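Strain accounted for 80.0% of the variance of the intergenic mean and 19.8% of that of the genic mean among the 69 mice. The group means of the intergenic mean ran from 3.62 ± 0.025 (SD, log2 RPKM, BXD73 on HFD, n = 3) to 3.79 ± 0.031 (B6D2F1, n = 5). In a family of 10 relations between PCs and the 2 means, the intergenic mean correlated with PC1 at r = -0.684 (p = 1e-05, the smallest possible, adjusted p = 0.0001; rho = -0.636, p = 1e-05; without 2 mice -0.707). With PC3 r was -0.328 (p = 0.00611, adjusted p = 0.0204; rho = -0.467, p = 0.000100; without 2 mice -0.316).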

Global methylation was highly strain specific (Figures S2a and S2b; Table S1), and the mean methylation of intergenic CpGs was significantly correlated with PC1 and PC3 (Figures S2c and S2d). Mean methylation of genic CpGs was significantly correlated with PC4. However, the mean methylation values were not directly correlated with the longevity traits. 

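The genic mean and PC4 correlated at r = -0.347 (p = 0.00372, adjusted p = 0.0186 over 10 relations; rho = -0.405, p = 0.000790), or -0.349 without 2 mice. On CD r was -0.341 (p = 0.0109, n = 55) and on HFD -0.577 (p = 0.0314, n = 14).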

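For the genic mean, r with the 4 life span values ran from -0.165 (maximum, permutation p = 0.174) to -0.0117 (minimum, p = 0.925). The intergenic mean correlated with maximum life span at r = 0.253 (p = 0.0364, adjusted p = 0.157 over 56 relations; rho = 0.251, p = 0.0382; without 2 mice 0.234) and with median life span at r = 0.225 (p = 0.0629, rho = 0.290, p = 0.0156). In the 55 mice on CD, r of the intergenic mean was 0.380 with median (permutation p = 0.00428, adjusted p = 0.0240) and 0.358 with maximum life span (p = 0.00781). These p-values count the 55 mice as independent, although life span has 1 value for each of the 12 CD groups.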

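The intergenic mean and liver weight correlated at r = 0.443 (n = 67, p = 0.000110, adjusted p = 0.00154; rho = 0.463, p = 7.0e-05; without 2 mice 0.404), at 0.360 without F1s (n = 59, p = 0.00494) and at 0.759 over the group means (p = 0.000520). With BW0 r was 0.417 (permutation p = 0.000440) and with final weight 0.336 (p = 0.00456), and without the F1s these fell to 0.179 (p = 0.171) and 0.144 (p = 0.272). For the genic mean r was -0.250 with BW0 (permutation p = 0.0391, adjusted p = 0.157). The authors state that the PCs reflect differences between strains in mean methylation, and that the PCs also go with weight and life span and not with age or diet.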

For the weight measurements, only the mean methylation of intergenic sites showed a consistent and significant positive correlation with liver weight (Table S4).

Taken together, the methylome‐wide analysis showed that the PCs capture strain‐dependent differences in overall mean methylation. These PCs were also associated with body weight, and strain‐level life span, but not age and diet.

### 2.3 Characterizing differentially methylated CpG regions

We next applied an epigenome‐wide association study (EWAS) approach to identify CpG regions that were associated with age, BW0, and strain median life span using a multiple linear mixed model. Age was a significant predictor of site‐specific DNAm (Figure 3a), and 26 regions, covering 319 CpGs, were above the 10% Bonferroni threshold (unadjusted *p* ≤ 2.7 × 10^−7^). These strong age‐dependent differentially methylation regions (age‐DMRs) were mostly located within genes, and 25 of the 26 bins were associated with increased methylation with age (age hypermethylation; Table S5). 

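For each bin, log2 RPKM was fitted by restricted maximum likelihood on age, BW0 and median life span with a random intercept for each of the 17 groups, and p is two-sided with Satterthwaite degrees of freedom (n = 69 in each fit). At 2.7e-07, 25 bins with 306 CpGs were associated with age, in 16 runs of adjacent bins, where 0.0994 bins would be so by chance. The smallest p was in the *Lrrd1* promoter (chromosome 5, 3845101 to 3845250, mm10; 12 CpGs), at 0.19 per 100 days (SE 0.020, p = 4.1e-13, n = 69; mean 3.39, SD 0.52; 7 to 51 reads per mouse). The adjacent bin at 3845251 to 3845400, at the end of *Krit1*, rose by 0.16 per 100 days (SE 0.020, p = 5.2e-11, n = 69). An exon of *Cyp46a1* in a CpG island (chromosome 12, 108352801 to 108352950; 14 CpGs) rose by 0.28 (SE 0.033, p = 1.1e-11, n = 69; mean 3.01, SD 0.82; 2 to 71 reads), and its next bin, to 108353100, by 0.29 (SE 0.034, p = 2.7e-11, n = 69). The fifth was an intron of *Alpk1* (chromosome 3, 127695751 to 127695900) at 0.18 (SE 0.026, p = 2.0e-09, n = 69). Leaving out 1 strain moved the count most, from 14 bins without BXD48 or without BXD79 to 33 without BXD9.

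**Figure D2:**
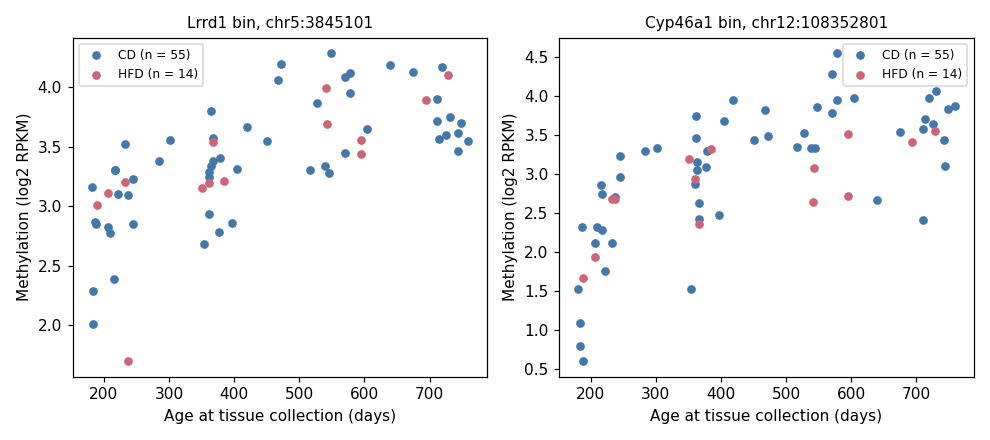
Log2 RPKM (y axis) of the *Lrrd1* and *Cyp46a1* bins with the smallest p against age in days (x axis) in 69 mice. Points are mice, by diet; the *Lrrd1* bin spans 2.01 to 4.29 on CD (n = 55) and 1.69 to 4.10 on HFD (n = 14), and the *Cyp46a1* bin 0.60 to 4.55 on CD and 1.67 to 3.55 on HFD.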

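All 25 bins lay in genes here, 14 of them (56.0%) in exons, and 15 overlapped a CpG island. Values rose with age in 24, and the 1 that fell was an intron of *Stard13* (chromosome 5, 151108651 to 151108800, named after its value was seen; -0.09 per 100 days, p = 2.4e-07, n = 69). Sequence variants were in 6 of the 25 (24.0%).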

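For BW0, 6 bins with 28 CpGs in 5 runs of adjacent bins passed 2.7e-07. The smallest p was in an intron of *Tmcc3* (chromosome 10, 94341451 to 94341600, mm10; 5 variants; mean 3.57, SD 0.44; 9 to 48 reads), at -0.040 per g (SE 0.0058, p = 5.3e-08, n = 69). Then came an exon of *Casc3* (chromosome 11, 98821651 to 98821800; 1 variant) at -0.029 (p = 8.0e-08, n = 69) and its next bin, to 98821950 (2 variants), at -0.027 (p = 1.5e-07, n = 69). Introns of *Gdpd4* (chromosome 7, 97937101 to 97937250; 4 variants) and *Tmem268* (chromosome 4, 63575401 to 63575550) followed, at -0.028 (p = 1.6e-07, n = 69) and -0.053 (p = 2.1e-07, n = 69). The count was 17 in the 66 females alone, and fell to 1 without BXD73.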

Although BW0 and the life span traits had strong associations with global DNAm patterns, after partly accounting for the strain‐dependent effects with the mixed model, only seven CpG regions were significantly associated with BW0 at the 10% Bonferroni threshold (Figure 3b). All these BW0 associated differentially methylation regions (BW0‐DMRs) had lower methylation among mice with higher BW0 (negative regression estimates; Table S6). 

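The coefficient was negative in 6 of 6 bins, all within genes, and 4 of the 6 held sequence variants (66.7%, against 16.9% of all bins). None overlapped a CpG island.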

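For median life span, 3 bins with 10 CpGs passed 2.7e-07, all with higher values in longer-lived groups. They were the 3' UTR of *Tubb6* (chromosome 18, 67402351 to 67402500, mm10; 2 CpGs, 2 variants; mean 3.33, SD 0.39; 9 to 46 reads) at 0.15 per 100 days of life span (SE 0.020, p = 2.5e-10, n = 69), and intergenic bins near *Rprl2* (chromosome 3, 22621951 to 22622100) and *Lctl* (chromosome 9, 64107451 to 64107600) at 0.10 (SE 0.016, p = 3.8e-08, n = 69) and 0.11 (SE 0.017, p = 4.8e-08, n = 69). The next were the bin at 22621801 beside the first of these at 0.09 (p = 7.5e-07, n = 69) and an intron of *Wdr70* (chromosome 15, 7886101 to 7886250) at 0.07 (p = 8.1e-07, n = 69). Life span has 1 value per group, and in these fits the variance between groups was estimated at 0, so each mouse counted as independent. No bin passed without BXD40 or without BXD79.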

At the same Bonferroni threshold, only three CpG regions were associated with strain‐level median life span and are referred to as LS‐DMRs (Figure 3c; Table S7).

**FIGURE 3:**
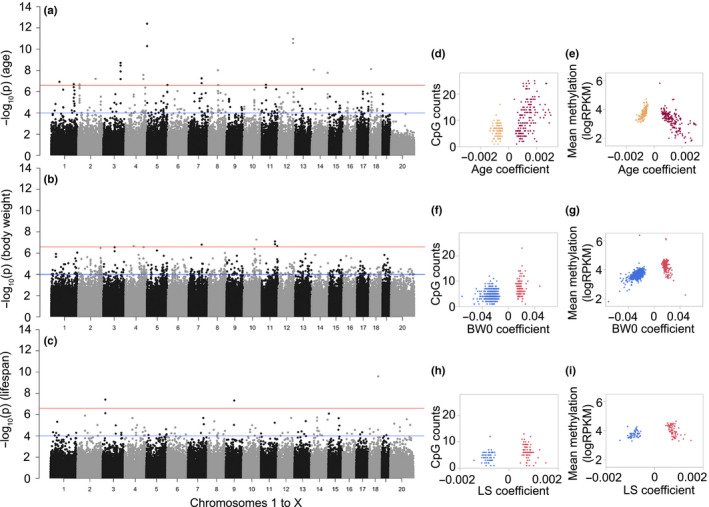
Features of differentially methylated CpGs regions (DMRs). Each point in the Manhattan plot represents the location of a CpG region (*x*‐axis: autosomal chromosomes 1–19, and chromosome X as 20), and the association –log_10_ *p* (*y*‐axis) for (a) age effect, (b) body weight at young adulthood (BW0), and (c) median life span (LS). The genome‐wide significant threshold is set at –log_10_(2.7e−7) (red line; 10% Bonferroni threshold for 368,300 tests) and the suggestive threshold at –log_10_(1.0e−4) (blue line). For the age‐DMRs, the regression coefficients for age (i.e., change in DNA methylation per unit change in age in days, log_10_ scale), and whether a site gained (positive coefficients, burgundy) or lost methylation (negative coefficients; sandy brown) was highly dependent on (d) the CpG density, and (e) mean methylation. For BW0‐DMRs, the body weight associated coefficients also showed correlations with the CpG counts within the bin (f), and sites that were negatively associated with BW0 (blue) had lower mean methylation than the sites that were positively associated with BW0 (red) (g). For the LS‐DMRs, whether a site was positively (red) or negatively (blue) associated with strain median life span was only modestly dependent on (h) the CpG counts, and not dependent on (i) the mean methylation levels

Given the non‐independence of adjacent CpG regions, we then applied a lenient threshold of uncorrected *p* ≤ 1.0 × 10^−4^ to define the general characteristics of the sites associated with age, BW0, and life span. In total, 306 CpG regions were age‐DMRs at this suggestive threshold (Figure 3a; Table S5). Of these, 57% were age‐hypermethylated (Table 2). 

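At p of 1e-04 or less, 255 bins with 2362 CpGs were associated with age, in 170 runs of adjacent bins. The threshold alone gives 36.8 of 368300 bins. With age permuted among the mice of a group up to 308 passed, with as many as 255 in 3 of 100 assignments, the real one included. At p of 0.00015 or less, the largest p in Table S5, there were 305. At an adjusted p of 0.05 (Benjamini-Hochberg over 368300 bins) there were 121, and 6.30% of bins had a p of 0.05 or less. A normal approximation to t moved the count most, to 423.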

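Of the 255 bins, 154 (60.4%) rose and 101 (39.6%) fell with age, with median coefficients of 0.13 and -0.08 log2 per 100 days. With each mouse's slope of log2 RPKM on CpG count as a covariate, 357 bins passed, of which 166 rose and 53.5% fell, so which direction holds the majority depended on this covariate.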

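Of the 255 age-DMRs, 92 (36.1%) overlapped a CpG island against 1.59% of the 368300 bins (log2 enrichment 4.50, hypergeometric p of 1.7e-96). Exons held 78 (30.6%; log2 enrichment 1.14, p of 5.7e-12) and promoters 12 (4.71%; 1.90, p of 0.000117, adjusted p of 0.000430 over 11 features). Introns held 102 (log2 0.15, p of 0.104). Intergenic bins numbered 46, or 18.0% against 44.7% (log2 -1.31, p of 2.5e-19), and 209 (82.0%) were in genes. Since adjacent bins are not independent, these p-values are too small. The island enrichment moved most at the Bonferroni threshold, to 5.24.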

Compared to the background set of 368,300 CpG bins, the age‐DMRs were highly enriched in genic regions such as promoters and exons, and CpG island, and depleted in intergenic regions (enrichment and depletion *p*‐values in Table S3). For each age‐DMR, we computed the average methylation and CpG density, and compared these to the age regression coefficients, which convey the change as a function of age. The regression estimates appeared to be highly dependent on local genomic characteristics, and the most pronounced changes involved age hypermethylation (positive regression coefficients) in bins with high CpG density (Figure 3d) and lower average methylation (Figure 3e). In contrast, age‐DMRs that lost methylation with age (age‐hypomethylated; negative regression coefficients) featured lower CpG density, and higher average methylation (Figure 3d,e). 

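Across the 255 bins, the age coefficient correlated with the number of CpGs at r = 0.557 (rho = 0.564) and with the bin's mean at r = -0.578 (rho = -0.538). Bins that gained methylation had a median of 11 CpGs (quartiles 6 to 15) and a median mean of 3.36, against 5 CpGs (4 to 7) and 3.78 over all bins, and 90 of the 154 overlapped a CpG island. Within these 154 bins alone, rho of the coefficient with the number of CpGs was 0.516. No p is given, since adjacent bins are not independent. The bins were also called by p, so a bin with a larger SE needed a larger coefficient to be among them, which was not separated from these correlations. The paper proposes that the estimates depend on local CpG density and mean methylation, with the largest changes as gains in CpG-dense bins of low methylation.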

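The 101 bins that lost methylation had a median of 6 CpGs (quartiles 5 to 7) and a median mean of 3.75, and 2 overlapped a CpG island. Within them, rho of the coefficient with the number of CpGs was 0.0358.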

Functional annotations of these regions identified significant enrichment in gene sets involved in establishment of cellular polarity (e.g., *Wnt5a*, *Lrrd1*, *Ptk7*) (Table S8). 

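In an intron of *Wnt5a* in a CpG island (chromosome 14, 28509451 to 28509600, mm10) values rose by 0.12 log2 per 100 days (SE 0.025, p = 1.4e-05, n = 69; 3 to 43 reads per mouse).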

We consulted the human GWAS catalog to identify genes represented by the age‐DMRs that have been significantly associated with human aging and longevity (Table S5), and this identified only one gene, *Cux2* (Buniello et al., 2019).

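The *Cux2* bin was intronic (chromosome 5, 121940851 to 121941000, mm10; 7 CpGs) and fell with age, at -0.13 log2 per 100 days (SE 0.025, p = 2.5e-06, n = 69).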

**TABLE 2:** Tally of differentially methylated regions.

	Positive coefficients			Negative coefficients			Variants
	*N*	Genic	Intergenic	*N*	Genic	Intergenic	
Age‐DMR	175	146 (48%)	29 (9%)	131	94 (31%)	37 (12%)	51 of 306 (17%)
BW0‐DMR	172	93 (14%)	79 (11%)	517	368 (53%)	149 (22%)	137 of 689 (20%)
LS‐DMR	73	25 (20%)	48 (39%)	51	31 (25%)	20 (16%)	27 of 124 (21.77%)

At the suggestive threshold, 689 CpG regions were classified as BW0‐DMRs, and the majority of these (517 or 75%) were negatively correlated with BW0 (Table 2). 

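At p of 1e-04 or less, 502 bins with 2585 CpGs in 430 runs were associated with BW0, and the coefficient was negative in 382 (76.1%) and positive in 120. Median coefficients were -0.026 and 0.017 log2 per g. There were 689 bins at 0.00015 or less and 125 at an adjusted p of 0.05, and 14.4% of bins had a p of 0.05 or less. With BW0 permuted among the mice of a group up to 691 bins passed, and 2 of 100 assignments, the real one included, gave as many as 502. The count ranged from 104, with group as a fixed effect, to 1160, with a normal approximation to t. It was 143 with each mouse's slope of log2 RPKM on CpG count as a covariate.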

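Introns held 210 of the 502 BW0-DMRs (41.8% against 36.0% of all bins; log2 enrichment 0.22, hypergeometric p of 0.00406, adjusted p of 0.0430 over 11 features). The 3' UTR class had the larger enrichment, at 0.90 (19 bins, p of 0.00782, adjusted p of 0.0430). Intergenic bins were 171 (34.1%; log2 -0.39, p of 8.4e-07), and 331 (65.9%) were in genes.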

Introns were the most enriched gene feature (Tables S3 and S6). 

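BW0-DMRs had a median of 5 CpGs, against 7 for the age-DMRs, and 8 of the 502 (1.59%) overlapped a CpG island (hypergeometric p of 0.546).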

Compared to the age‐DMRs, the BW0‐DMRs were in regions with relatively lower CpG density and had only 3 regions within CpG islands (Figure 3f). 

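The 382 bins with a negative coefficient had a median of 4 CpGs (quartiles 3 to 6) and a median mean of 3.64 log2 RPKM. In the 120 with a positive coefficient these were 7 CpGs (5 to 8) and 4.31. Across the 502 bins, the coefficient correlated with the number of CpGs at r = 0.470 (rho = 0.364) and with the mean at r = 0.718 (rho = 0.679).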

The regions that were negatively correlated with BW0 in particular featured lower CpG densities and also lower mean methylation levels (Figure 3g). Significantly enriched gene ontologies (GO) included regulation of protein homooligomerization, actin cytoskeleton reorganization, and GTPase‐mediated signal transduction (Table S8). 

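The intronic *Hmga2* bin (chromosome 10, 120429151 to 120429300, mm10; 1 variant) had a coefficient of -0.025 log2 per g (SE 0.0054, p = 5.7e-05, n = 69). For the intronic *Ntrk2* bin (chromosome 13, 58925401 to 58925550) it was -0.022 (SE 0.0052, p = 0.000113, n = 69).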

We also note that several of these genes have been associated with weight in human GWAS, including *Hmga2*, *Fto*, and *Ntrk2* (Table S6) (Metrustry et al., 2014; Thorleifsson et al., 2009; Weedon et al., 2007).

For life span, there were 124 LS‐DMRs (Table S7), and a slight majority of these (59%, mostly intergenic sites) were positively correlated with higher median life span (Table 2). 

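At p of 1e-04 or less, 95 bins with 525 CpGs in 89 runs were associated with median life span, and 57 (60.0%) had a positive coefficient. With life span permuted a median of 22 bins and up to 219 passed, and 8 of 100 assignments, the real one included, gave as many as 95, so chance is not excluded. There were 124 at 0.00015 or less and 3 at an adjusted p of 0.05, and 7.11% of bins had a p of 0.05 or less. Intergenic bins were 35 of the 57 (61.4%) and 39.5% of those with a negative coefficient. In each of the 95 bins the variance between groups was estimated at 0. The count ran from 40 with the slope on CpG count as a covariate to 340 with a normal approximation to t, and was 31 without BXD79.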

The LS‐DMRs did not show any enrichment or depletion in gene features compared to the background set, and the LS‐DMRs featured lower CpG density (Figure 3h). 

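Intergenic bins were 52.6% of the 95 LS-DMRs (log2 enrichment 0.24, hypergeometric p of 0.0726) and 45 (47.4%) were in genes. The smallest adjusted p over 11 features was 0.641 for enrichment and 0.952 for depletion. The median was 5 CpGs, equal to that of all bins.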

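The median of the bins' means was 4.01 log2 RPKM (quartiles 3.77 to 4.32) in the 57 LS-DMRs with a positive coefficient and 3.74 (3.58 to 3.93) in the 38 with a negative one. Their median numbers of CpGs were 6 and 4, and across the 95 bins the coefficient correlated with the mean at r = 0.10 (rho = 0.149).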

There was no difference in methylation levels between the DMRs that had positive or negative regression estimates (Figure 3i). The LS‐DMRs were not enriched in any particular biological GO category. However, there was a significant enrichment in genes that result in premature death in single knockout mice, and this included an intronic DMR in the telomerase reverse transcriptase gene (*Tert*) (Table S8). Also enriched were genes related to abnormal eating behavior and a decrease in body mass index (e.g., *Igfbp3*, *Mc4r*, *Lpar1*), and genes related to abnormal mineral levels (*Calcr*, *Sptb*, *Wwox*).

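The *Tert* bin (chromosome 13, 73637101 to 73637250, mm10) held 2 CpGs and no variant, and its coefficient was -0.08 log2 per 100 days of life span (SE 0.019, p = 6.8e-05, n = 69; mean 3.95; 22 to 56 reads per mouse).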

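Of these, the bins of *Igfbp3* (chromosome 11, 7869901 to 7870050, mm10), *Mc4r* (chromosome 18, 66881101 to 66881250) and *Lpar1* (chromosome 4, 58580101 to 58580250) were intergenic, with coefficients of 0.06 (p = 0.000126, n = 69), 0.07 (p = 2.7e-05, n = 69) and -0.10 log2 per 100 days (p = 2.1e-06, n = 69). For *Calcr* (intergenic, chromosome 6, 3788851 to 3789000) it was 0.07 (p = 0.000117, n = 69), for *Sptb* (intron, chromosome 12, 76598401 to 76598550) -0.09 (p = 4.9e-05, n = 69) and for *Wwox* (intron, chromosome 8, 114939901 to 114940050) -0.08 (p = 7.2e-05, n = 69).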

In terms of the potential effect of underlying sequence differences, we examined what fraction of the DMRs were sites that overlapped DNA variants segregating in the BXDs (Table 2). 

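Of the 255 age-DMRs, 43 (16.9%) held variants (hypergeometric p of 0.541 for enrichment). With bins that hold variants left out, the age-DMRs numbered 212.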

Since the background set has 62,422 bins with variants, the 51 variant containing age‐DMRs did not represent a biased enrichment of such regions (hypergeometric enrichment *p* = 0.58). 

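Variants were in 101 of the 502 BW0-DMRs (20.1%; hypergeometric p of 0.0354, adjusted p of 0.130 over 11 features) and in 21 of the 95 LS-DMRs (22.1%; p of 0.117, adjusted p of 0.641).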

The BW0‐DMRs and LS‐DMRs were only slightly enriched in sequence variants (enrichment *p* = 0.02 and *p* = 0.09, respectively) (Table 2).

### 2.4 Relating differentially methylated regions to gene expression

Fifty‐two of the samples with liver MBD‐seq also had matched liver RNA‐seq data, and we used this group to examine whether the DMRs were associated with gene expression. We linked the age‐, BW0‐, and LS‐DMRs to the corresponding transcript. Of the 306 age‐DMRs, 279 were paired with mRNA. For these pairs, we tested how many of the DMRs were *cis*‐correlated with gene expression, and how many of the transcripts were also correlated with age of mice (Table S9). At an uncorrected *p* ≤ 0.05 (|*r*| ≥ 0.27), 79 age‐DMRs were correlated with the expression of cognate genes (Figure 4a). The age‐hypermethylated DMRs mostly showed positive correlations with gene expression such that the transcripts also showed increased expression with age (e.g., *Jak3*, *Amn*, *Tradd*). 

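Methylation at the *Amn* bin with the smallest p, an exon in a CpG island (chromosome 12, 111274651 to 111274800, mm10), rose by 0.19 log2 per 100 days (SE 0.034, p = 1.2e-06, n = 69), with 2 mice at 0 reads. At the *Tradd* exon, also in an island (chromosome 8, 105259501 to 105259650), it rose by 0.12 (SE 0.025, p = 7.4e-06, n = 69).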

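The intergenic bin near *Nfkbia* (chromosome 12, 55465651 to 55465800, mm10) fell by 0.11 log2 per 100 days of age (-0.11, SE 0.027, p = 9.5e-05, n = 69) and the *Slit3* intron (chromosome 11, 35178301 to 35178450) by 0.08 (-0.08, SE 0.016, p = 6.5e-06, n = 69). Expression of these genes was not analysed here.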

The age‐hypomethylated DMRs were more likely to be negatively correlated with gene expression, and this set of transcripts also showed increased expression with age (*Nfkbia*, *Slit3*).

**FIGURE 4:**
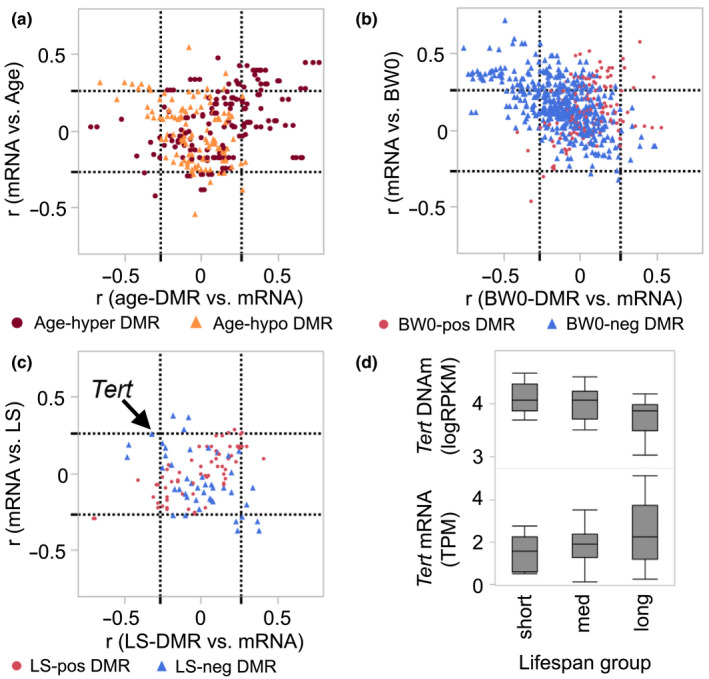
Comparison between DMRs and expression of cognate genes. (a) The plot shows correlations between the age‐DMRs and expression of corresponding transcripts (Pearson *r* on *x*‐axis), and the correlation between the transcript and age of mice (*y*‐axis). The dashed lines demarcate the nominally significant |*r*| = 0.27 threshold (*p* ≤ 0.05; *n* = 52 samples with matched MBD‐seq and RNA‐seq). Most of the age‐hypermethylated DMRs (burgundy circles) are positively correlated with mRNA, and these mRNAs also tend to be positively correlated with age (top right square of graph). A few of the age‐hypomethylated‐DMRs (sandy brown triangles) have negative correlation with gene expression, and the corresponding transcripts are positively correlated with age (top‐left square). (b) Majority of the BW0‐DMRs are negatively associated with BW0 (blue triangles), and most of the DMR‐mRNA pairs are located in the top‐left square of the plot, that is, gene expression is negatively correlated with DNA methylation and positively correlated with BW0. A few of the BW0‐DMRs that have positive associations with BW0 (red circles) also have positive correlations with gene expression (top right square). (c) The few LS‐DMRs have modest correlations with gene expression. The DMR for *Tert* is negatively correlated with transcript (arrow), and the transcript has modest correlation with median life span at *r* = 0.26 (*p* = 0.07). (d) Comparison of DNA methylation levels (top) in the three life span groups shows significantly lower methylation in the long‐lived group (*F*_2,66_ = 7.67, *p* = 0.001). A similar comparison for gene expression shows a significantly higher gene expression in the long‐lived group (*F*_2,49_ = 3,31, *p* = 0.04)

For the BW0‐DMRs, 614 of the CpG regions were paired to corresponding transcripts. At *p* ≤ 0.05 (|*r*| ≥ 0.27), 121 BW0‐DMRs were correlated with gene expression (Table S10). The overall pattern indicated that the DMRs that had lower methylation in mice with higher BW0 (i.e., negative regression estimates) tended to be negatively correlated with gene expression, and there was higher expression of these genes in mice with higher BW0 (Figure 4b). This included *Mc5r*, *Nfkb1*, and *Tcf4*. 

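In the fit with BW0, the coefficients were -0.028 log2 per g for the *Mc5r* exon (chromosome 18, 68338651 to 68338800, mm10; p = 6.5e-05, n = 69), -0.028 for the *Nfkb1* exon (chromosome 3, 135594151 to 135594300; p = 6.3e-05, n = 69) and -0.022 for the *Tcf4* intron (chromosome 18, 69574201 to 69574350; p = 2.2e-05, n = 69).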

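Positive coefficients were seen in the *Aldh18a1* intron (chromosome 19, 40577851 to 40578000, mm10; 0.019 log2 per g, p = 3.4e-06, n = 69), the *Madd* exon (chromosome 2, 91178101 to 91178250; 0.014, p = 0.000112, n = 69) and an intergenic bin near *Rap2a* (chromosome 14, 120574351 to 120574500; 0.018, p = 8.9e-06, n = 69).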

The few DMRs that had positive associations with BW0 were more likely to be positively correlated with gene expression (e.g., *Aldh18a1*, *Madd*, *Rap2a*).

For the LS‐DMR, 111 paired to corresponding transcripts, and only 19 CpG regions were *cis*‐correlated with gene expression (Figure 4c; Table S11). The strongest *cis*‐correlations were between the LS‐DMRs linked to *Hpse* and *Dapp1* (*r* = –0.70 for both). Both CpG regions had positive regression values for life span, and the corresponding transcripts had lower expression in mice belonging to strains with longer life span. 

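The coefficient of the intergenic *Hpse* bin (chromosome 5, 100728901 to 100729050, mm10) was 0.12 log2 per 100 days of life span (SE 0.029, p = 7.3e-05, n = 69) and that of the *Dapp1* intron (chromosome 3, 137971051 to 137971200) 0.10 (SE 0.024, p = 8.0e-05, n = 69). The expression data were not analysed here.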

The LS‐DMR in *Tert* was also negatively correlated with the expression of the *Tert* mRNA (Figure 4c, *r* = –0.32, *p* = 0.02), and the mRNA itself had a modest positive correlation with life span (*r* = 0.26, *p* = 0.07). 

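The *Tert* bin averaged 3.77 ± 0.31 log2 RPKM (SD) in the 23 long-lived mice, 3.99 ± 0.29 in the 23 medium-lived and 4.09 ± 0.26 in the 23 short-lived mice (F = 7.67, two-sided permutation p = 0.0009). Long minus medium was -0.22 (permutation p = 0.0166), long minus short -0.32 (permutation p = 0.000320) and medium minus short -0.10 (permutation p = 0.213). These mice come from 5, 7 and 5 groups, and over the 17 group means the long-lived were lower by 0.24 on average (-0.24, exact p = 0.00679 over 6188 splits). Across mice, r with median life span was -0.463 (permutation p = 7.0e-05). The bin was called for its relation to life span in the same mice. The difference from all others stayed between -0.28 and -0.24 under 5 alternatives and between -0.30 and -0.22 with 1 strain left out.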

Comparison of *Tert* methylation and gene expression among the three life span groups showed that the longer lived group had significantly lower methylation levels compared to both the medium‐ and short‐lived groups (*F*_2,66_ = 7.67, *p* = 0.001), and the long‐lived group had significantly higher gene expression compared to the short‐lived group (*F*_2,49_ = 3,31, *p* = 0.04; Figure 4d).

### 2.5 Measure of age acceleration from age‐associated CpG regions

We next evaluated whether we can derive a measure of differential rates of aging from the age‐DMRs that could be predictive of life span differences. We first summarized the age‐dependent changes by computing the weighted averages for the set of 306 age‐DMRs. The weighted averages, as expected, had a strong correlation with the chronological age of mice, and for a more direct comparison, the values were scaled to the age range for the 69 samples (Table S1). We refer to this DMR‐based age estimate as DMRmAge, and this showed a nearly linear correlation with chronological age at *r* = 0.88 (*p* < 0.0001, *n* = 69; Figure 5a). 

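Weighting the 306 bins of Table S5 by their refitted age coefficients gave r = 0.879 with age (n = 69, p = 1e-05, the smallest possible for 100000 two-sided permutations; rho = 0.905, p = 1e-05), or 0.868 without the 2 mice farthest from the median age, with a slope of 0.596 days per day. On CD r was 0.877 (n = 55) and on HFD 0.969 (n = 14), each with p = 1e-05. The bins were chosen for their relation to age in the same mice. With each strain scored by bins called without it, r was 0.730, the alternative that moved it most.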

Age acceleration was derived as the residuals from the regression of DMRmAge on chronological age (Horvath, 2013; Thompson et al., 2018), with positive values indicating an older or accelerated biological age, and negative values indicating a decelerated biological age, and we refer to this as DMRmAge‐acc (Table S1).

**FIGURE 5:**
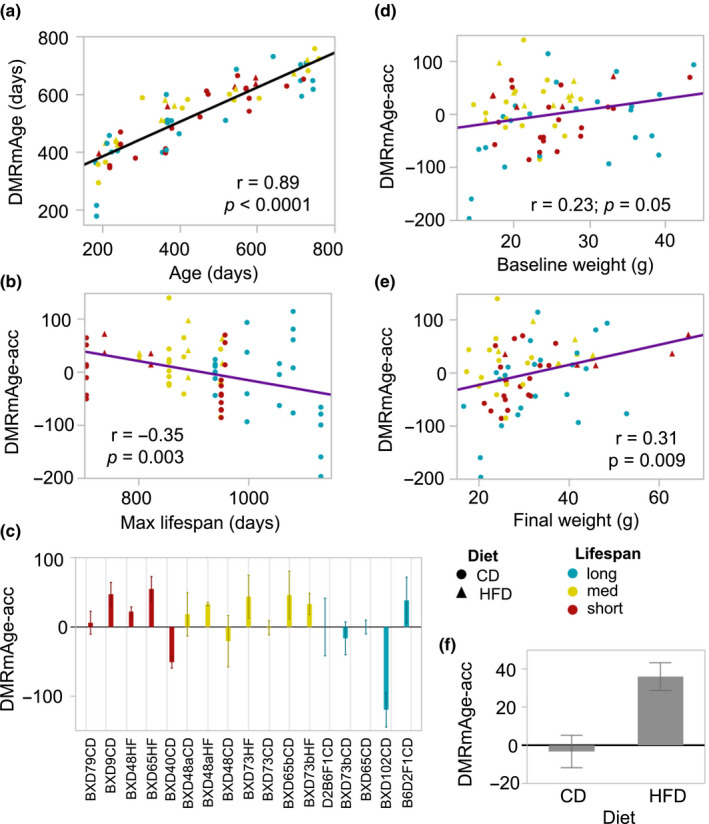
Age‐DMR‐based measure of epigenetic aging. (a) The epigenetic age of mice was estimated by taking the weighted averages of the 306 age‐DMRs. These age estimates, referred to as DMRmAge, have a strong positive correlation with the chronological age of mice (*n* = 69). (b) The age acceleration residuals (DMRmAge‐acc) derived from this clock have a significant negative correlation with the maximum life span data for the 17 strain‐by‐diet groups. (c) The bar plots show the mean DMRmAge‐acc values for each strain‐by‐diet group (error bars are standard error) with the graph ordered by increasing mean life span (*x*‐axis). The DMRmAge‐acc is positively correlated with both (d) body weight at young adulthood and (e) final body weight. (f) In the BXD strains with matched samples from both control diet (CD) and high‐fat diet (HFD), the DMRmAge‐acc is significantly higher in the HFD group compared to the CD group (–3.22 ± 36.99 in CD, 36.13 ± 27.32 in HFD, *p* = 0.002, *n* = 33).

The DMRmAge‐acc showed a significant negative correlation with strain maximum life span, indicating higher age acceleration in mice belonging to short‐lived strains (*r *= –0.35, *p* = 0.003, *n* = 69; Figure 5b). 

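DMRmAge-acc had an SD of 61.2 days over the 69 mice, and p-values were adjusted over 4 relations (maximum and median life span, BW0, final weight). With maximum life span r was -0.350 (p = 0.00347, adjusted p = 0.0139; rho = -0.277, p = 0.0218), or -0.334 without the 2 mice farthest from the median. Maximum life span has 1 value per group, and with its values permuted among the 17 groups p was 0.0809. Over the 17 group means r was -0.527 (p = 0.0287; rho = -0.356, p = 0.163). With median life span r was -0.130 (permutation p = 0.285). Without the 5 BXD102 mice r with maximum life span was -0.105 (n = 64, p = 0.407; rho = -0.102).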

The correlation remained significant when the analysis was limited to only the CD mice (*r* = –0.30, *p* = 0.03, *n* = 55). 

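On CD r was -0.297 (p = 0.0272, adjusted p = 0.0633 over 4 relations; rho = -0.270, p = 0.0464), or -0.263 without 2 mice. With maximum life span permuted among the 12 CD groups, p for this correlation was 0.202.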

There were notable strain differences in average DMRmAge‐acc (Figure 5c). 

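Mean DMRmAge-acc was 47.3 ± 29.6 days in BXD9 (SD, n = 3), 46.1 ± 69.0 in BXD65b (n = 4), 18.1 ± 54.0 in BXD48a (n = 3), 6.01 ± 43.7 in BXD79 (n = 7), -1.14 ± 20.0 in BXD73 (n = 4), -16.3 ± 41.2 in BXD73b (n = 3) and -20.4 ± 64.1 in BXD48 (n = 3) on CD. On HFD it was 22.4 ± 12.0 in BXD48, 32.9 ± 4.36 in BXD48a, 43.4 ± 54.0 in BXD73 and 32.9 ± 26.6 in BXD73b (n = 3 each).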

We note that BXD65, which was the strain with the largest reduction in life span on HFD (Figure 1a), also showed a much higher age acceleration in the HFD group (mean DMRmAge‐acc = 54.94) compared to the CD group (mean DMRmAge‐acc = –0.17). 

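In BXD65 the means were 54.9 ± 25.5 days on HFD (SD, n = 2) and -0.0531 ± 24.5 on CD (n = 6), a difference of 55.0 (two-sided exact test, p = 0.0357, the smallest possible with 28 splits). The differences in the other strains were 42.8 in BXD48 (n = 3 and 3, exact p = 0.4), 14.8 in BXD48a (n = 3 and 3, exact p = 0.8), 44.6 in BXD73 (n = 3 and 4, exact p = 0.2) and 49.2 in BXD73b (n = 3 and 3, exact p = 0.2).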

The DMRmAge‐acc showed a significant positive correlation with both BW0 (*r* = 0.23, *p* = 0.05; Figure 5d) and final body weight of mice (*r* = 0.31, *p* = 0.009; Figure 5e) that suggests more accelerated aging with higher body weight. 

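With BW0 r was 0.234 (p = 0.0531, adjusted p = 0.0708; rho = 0.204, p = 0.0931), or 0.146 without the 2 mice farthest from the median. With final weight r was 0.314 (p = 0.00866, adjusted p = 0.0173; rho = 0.315, p = 0.00913; without 2 mice 0.276). Within groups, over the deviations from group means, r was 0.0715 for BW0 (permutation p = 0.559) and 0.0420 for final weight (p = 0.731). Without BXD102, r was 0.0643 with BW0 (n = 64, p = 0.616) and 0.239 with final weight (n = 64, p = 0.0565, adjusted p = 0.226; rho = 0.254, p = 0.0427).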

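In the 55 CD mice DMRmAge-acc correlated with BW0 at r = 0.290 (p = 0.0317, adjusted p = 0.0633; rho = 0.268, p = 0.0478; without 2 mice 0.184) and with final weight at r = 0.230 (p = 0.0902, adjusted p = 0.120; rho = 0.231, p = 0.0889; without 2 mice 0.261).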

Limiting to only the CD mice (*n* = 55), the correlation with BW0 became slightly stronger (*r* = 0.29, *p* = 0.03), but the correlation with final weight became weaker (*r* = 0.23, *p* = 0.09, *n* = 14). We tested the effect of diet on the DMRmAge‐acc in the BXDs that had matched samples from both diets (*n* = 33), and this showed a significantly higher age acceleration in the HFD group (36.13 ± 27.32 in HFD, –3.22 ± 36.99 in CD, *p* = 0.002; Figure 5e). 

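DMRmAge-acc averaged 36.1 ± 27.3 days (SD) in the 14 HFD mice and -3.20 ± 36.9 in the 19 CD mice of the 5 strains, a difference of 39.2 days (two-sided permutation test, p = 0.00174), and the difference was positive in 5 of 5 strains. With a clock of the bins that passed 2.7e-07 it was 20.5 days (permutation p = 0.240). With only the 131 bins that lose methylation with age, a choice made after seeing the data, it was -50.5 days (permutation p = 0.0626).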

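DMRmAge-acc was above 0 in 13 of 14 HFD mice and in 10 of the 19 CD mice of the same strains. The exception was at -9.60 days. The 4 mice with fewer than 100 days on HFD had 16.2 (73 days), 41.5 (73 days), 17.3 (88 days) and 36.6 (88 days).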

With the exception of one BXD73 sample that had spent 614 days on HFD, all the remaining HFD samples, including the ones that spent <100 days on HFD, showed positive DMRmAge‐acc values (Table S1).

We then treated the DNAmAge‐acc as the outcome variable, and used multivariable regression to evaluate the association with body weight (BW0 or final weight), diet, and the strain maximum life span. 

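In a linear regression on maximum life span, BW0 and diet (n = 69, 65 residual degrees of freedom), DMRmAge-acc fell by 0.148 days per day of life span (SE 0.0588, F = 6.32, p = 0.0144, n = 69), rose by 2.36 days per g of BW0 (SE 0.945, F = 6.26, p = 0.0149, n = 69) and was 36.6 days higher on HFD (SE 17.3, F = 4.48, p = 0.0382, n = 69). This treats the mice as independent, although those of a group share 1 life span value. With a random intercept per group the terms were -0.153 (p of 0.105), 1.60 (p of 0.127) and 30.6 (p of 0.200), and none passed 0.05. Without BXD102 the life span term was -0.0271 (p = 0.667, n = 64), the BW0 term 0.926 (p = 0.329, n = 64) and the diet term 34.9 (p = 0.0315, n = 64).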

In the model with BW0 as an explanatory variable, the DNAmAge‐acc was significantly associated with life span (*F*_(1,65)_ = 6.3, *β* = –0.15, *p* = 0.01), BW0 (*F*_(1,65)_ = 6.2, *β* = 2.4, *p* = 0.02), and diet (*F*_(1,65)_ = 4.5, *p* = 0.04). 

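With final weight in place of BW0, the life span term was -0.156 (SE 0.0599, F = 6.81, p = 0.0112, n = 69), the weight term 1.49 days per g (SE 0.753, F = 3.92, p = 0.0519, n = 69) and the diet term 13.5 days (SE 19.8, F = 0.463, p = 0.498, n = 69). With a random intercept per group they were -0.154 (p of 0.116), 0.925 (p of 0.278) and 15.5 (p of 0.557). Without BXD102 the terms were -0.0263 (p = 0.674, n = 64), 0.751 (p = 0.284, n = 64) and 23.8 (p = 0.190, n = 64). From the loss of the diet term, the authors propose that diet acts on the clock mainly through the gain in final weight.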

In the model with final body weight, life span (*F*_(1,65)_ = 6.8, *β* = –0.16, *p* = 0.01) and body weight (*F*_(1,65)_ = 3.9, β = 1.5, *p* = 0.05), but not diet, were significant predictors. This suggests that the effect of diet on the clock is primarily mediated by the increase in final body weight.

To verify that these associations are robust, we repeated the EWAS using a randomly selected subset of 55 female methylomes (these are identified in Table S1). With the reduced sample size, 237 CpG regions were age‐DMRs at *p* ≤ 1.0 × 10^−4^. 

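In the 55 mice marked in Table S1, 135 bins passed 1e-04, of which 99 gained methylation with age and 104 were among the 255 called in 69 mice. In 20 random sets of 55 females the count ran from 156 to 401 with a median of 190.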

Using these age‐DMRs and respective regression coefficients from the subsample analysis, we re‐calculate the DMRmAge and DMRmAge‐acc (Table S1), and evaluated whether the age acceleration will show consistent associations with life span, body weight, and diet in the 55 subsamples, and also in the 14 excluded samples (the 3 male samples were assigned to this test set). 

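With these 135 bins, r of DMRmAge and age was 0.844 in the 55 training mice, in which the bins were called (p = 1e-05; rho = 0.863). In the 14 test mice r was 0.785 (p = 0.000390, adjusted p = 0.00273 over 14 relations; rho = 0.793, p = 0.00111; without 2 mice 0.692). In the 20 random sets r in the test mice ran from 0.172 to 0.870, with a median of 0.736.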

The DMRmAge was significantly correlated with chronological age in both sets with *r* = 0.83 in the 55 subsamples, and *r* = 0.92 in the test set of 14 samples (Figure S3a). 

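Maximum life span and DMRmAge-acc correlated at r = -0.322 in the training mice (p = 0.0166, adjusted p = 0.0581; rho = -0.210, p = 0.125; without 2 mice -0.297) and at r = -0.668 in the 14 test mice (p = 0.00904, adjusted p = 0.0422; rho = -0.684, p = 0.00815; without 2 mice -0.466). Without the 2 BXD102 mice the test r was -0.475 (n = 12, p = 0.120). Over 20 random training sets the test r ran from -0.807 to -0.0918 with a median of -0.451, and its p was 0.05 or less in 8.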

The DMRmAge‐acc defined from this continued to show inverse correlation with life span, and this was highly significant in the test set (Figure S3b). Notably, the two BXD102 (long‐lived strain) samples in the test set, including the male BXD102, had the most decelerated clocks among the 14 (Table S1). Both BW0 and the final body weight were positively correlated with the DMRmAge‐acc, although this did not reach statistical significance in either sets. 

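Their DMRmAge-acc from the 135 bins was -184.7 days (female) and -101.3 days (male).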

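In the training mice r was 0.119 with BW0 (p = 0.385; rho = 0.0904) and 0.220 with final weight (p = 0.106; rho = 0.182). In the 14 test mice r was 0.175 with BW0 (p = 0.554; rho = 0.169) and 0.373 with final weight (p = 0.191; rho = 0.301).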

Four HFD mice had been randomly assigned to the test set, and all four had positive DMRmAge‐acc. 

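With the 135 bins called here, DMRmAge-acc was 89.6 days in the BXD65, 36.7 in the BXD48a and 1.34 and -9.07 in the BXD48 mice on HFD.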

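In the training mice of the 5 strains, DMRmAge-acc averaged 46.7 ± 37.3 days (SD) in 10 HFD and 6.97 ± 43.0 in 15 CD mice, a difference of 39.7 (two-sided permutation test, p = 0.0211), with 10 of 10 and 10 of 15 above 0.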

In the subsampled set, the HFD group had significantly higher age acceleration compared to the strain‐matched CD mice (60.49 ± 33.05 for HFD, 3.87 ± 55.40 for CD, *p* = 0.008, *n* = 25; Figure S3c). Similarly, HFD was associated with accelerated epigenetic aging in the strain‐matched samples in the test set (43.57 ± 19.83 for HFD, –12.02 ± 19.98 for CD, *p* = 0.008, *n* = 8; Figure S2c).

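In the test mice of these strains it averaged 29.6 ± 44.5 days (SD) on HFD and 9.91 ± 64.7 on CD (n = 4 each), a difference of 19.7 (two-sided exact test over 70 splits, p = 0.629). In the 11 random training sets that left test mice on both diets, the difference ran from -28.4 to 107.9 days with a median of 44.4.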

Taken together, the analysis demonstrates three points. First, that the age‐DMR‐based estimates of age acceleration are predictive of strain‐dependent differences in life span among female BXDs; second, that higher body weight, even before introduction to HFD, is associated with more accelerated aging; and third, HFD, which results in strain‐dependent increase in body weight, significantly accelerates aging, as measured by DMRmAge‐acc.

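Across these tests the difference between diets was positive in 5 of 5 strains and passed its test in the training mice but not in the 8 test mice, the relation with life span and the BW0 term did not pass 0.05 without BXD102, and neither weight correlated with DMRmAge-acc within groups. From the correlations with life span and weight, the comparison of diets and the repeat in 55 mice, the authors conclude that DMRmAge-acc tracks strain life span and rises with body weight and HFD.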

## 3 DISCUSSION

### 3.1 Genomic features of differentially methylated regions

In the present study, we parsed the variance in the methylome and defined site‐specific methylation differences that may be attributed to a strain‐level phenotype, median life span, and two individual‐level variables—age and BW0. For the age‐DMRs, the time‐dependent patterns were consistent with previous reports (Ciccarone, Tagliatesta, Caiafa, & Zampieri, 2018; Sziraki et al., 2018). As in Sziraki et al. (2018), methylation loss over time occurred mostly in regions with higher average DNAm, and methylation gains occurred mostly in regions with lower average DNAm. Since DNAm was quantified over 150 bp non‐overlapping bins, we were also able to relate the differential methylation patterns to the local CpG density. In particular, for the age‐hypermethylated DMRs, the increase in DNAm with aging had a strong positive correlation with CpG density. This too is consistent with reports that CpG dense regions—a feature of CpG islands, which typically remain unmethylated—are the sites that tend to gain methylation with age (Rakyan et al., 2010). The genes represented by the age‐DMRs included a few notable members such as *Cyp46a1* and *Abca7*, which are involved in cholesterol metabolism and implicated in Alzheimer's disease (Carter, 2007), and few members of the WNT signaling and mesenchyme developmental pathways (e.g., *Fzd1*, *Fzd8*, *Wnt5a*, *Jak3*,* Ptk7*, *Nrp2*). 

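The *Abca7* intron (chromosome 10, 80014351 to 80014500, mm10) rose by 0.10 log2 per 100 days (p = 6.5e-07, n = 69), the *Fzd1* exon (chromosome 5, 4756501 to 4756650) by 0.12 (p = 1.1e-05, n = 69) and the *Fzd8* exon (chromosome 18, 9214801 to 9214950) by 0.15 (p = 1.3e-06, n = 69), the last 2 in CpG islands. The *Jak3* intron (chromosome 8, 71686351 to 71686500; 1 variant) rose by 0.15 (p = 8.9e-07, n = 69) and the *Nrp2* exon (chromosome 1, 62795851 to 62796000) by 0.15 (p = 1.2e-07, n = 69).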

The current data replicated the CpG islands in *C1ql3* and *Ptk7*, which we previously reported as age‐hypermethylated sites in the BXD parental strains, B6 and D2 (Mozhui & Pandey, 2017). 

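The *C1ql3* exon (chromosome 2, 13010551 to 13010700, mm10; 14 CpGs) rose by 0.28 log2 per 100 days (SE 0.048, p = 2.1e-07, n = 69; mean 3.06, SD 0.96; 0 to 70 reads per mouse, with 1 mouse at 0). The *Ptk7* intron (chromosome 17, 46629151 to 46629300; 9 CpGs) rose by 0.18 (SE 0.032, p = 9.8e-07, n = 69; 5 to 52 reads). Both overlapped a CpG island.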

A region‐based functional annotation analysis revealed a significant enrichment in genes involved in cell polarity, an aspect of cells that is established during development through interaction with the WNT polarity signaling pathway, and which becomes dysregulated during aging (Berger, Wodarz, & Borchers, 2017; Budovsky, Fraifeld, & Aronov, 2011).

Body weight, even at young adulthood and before introduction to HFD, was significantly associated with the global methylome patterns and was also predictive of strain longevity. We therefore included BW0 as a predictor variable in the multiple regression model. The BW0‐DMRs included a few genes that have been previously associated with body weight in human GWAS at *p* < 5 × 10^−8^(Buniello et al., 2019). This included an intron DMR in the fat mass and obesity associated *Fto* gene, which plays a key role in energy homeostasis, and consistently shown to influence body weight in humans (Zhou, Simmons, Lai, Hambly, & McLachlan, 2017). 

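The *Fto* bin (chromosome 8, 91632601 to 91632750, mm10; 3 CpGs, 2 variants) had a coefficient of -0.031 log2 per g of BW0 (SE 0.0071, p = 8.8e-05, n = 69; mean 3.53, SD 0.46; 9 to 46 reads per mouse). With each mouse's slope on CpG count as a covariate it was -0.017 and did not pass 1e-04.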

The BW0‐DMRs were mostly located within genes, particularly introns, and a striking aspect of the BW0‐DMRs was that 75% were negatively associated with BW0. For the BW0‐DMRs that were linked to the corresponding transcript, the overall pattern indicated a negative correlation between DNAm and gene expression. This means that while DNAm at these sites were, in general, inversely correlated with body weight, the transcript levels of the corresponding genes generally had higher expression in mice that were heavier.

For the longevity trait, only 124 CpG regions were significant at the suggestive threshold. A point of distinction for the LS‐DMRs is that, while the age‐ and BW0‐DMRs were related to individual‐level variables, the LS‐DMRs were related to life expectancy based on the strain and the diet. This indirect association with the phenotype may explain why only few DMRs were uncovered by the current mixed model. Given this small number of genes, it is particularly striking that the region‐based annotation revealed that genes that cause premature death in single knockout mice are the most enriched gene set among the LS‐DMRs (phenotype ID MP:0002083, defined as “death after weaning, but before the normal life span” in http://www.informatics.jax.org). Among the LS‐DMRs, both *Tert* and *Igfbp2* have also been linked to aging and longevity by human GWAS (Lu et al., 2018; Teumer et al., 2016).

### 3.2 Building clocks from age‐dependent CpG regions

Several different versions of the DNAmAge estimator are now available for both mice and humans (Hannum et al., 2013; Horvath, 2013; Petkovich et al., 2017; Stubbs et al., 2017; Thompson et al., 2018; Wang et al., 2017). The standard protocol for developing DNAmAge clocks starts by applying a regression algorithm in a training dataset, followed by age estimation in validation cohorts to gauge the accuracy of the clock. Our goal in this study was not to develop another DNAmAge clock. Given the sample size of the present study, that would not have been a feasible pursuit. Instead, our goal was to test whether the age‐dependent CpG regions could provide an estimate of epigenetic aging that could discern life span differences between the mouse strains, and that could be related to body weight and diet. For this, we simply summarized the age‐DMRs by computing the weighted averages for each sample. The weighted averages, unsurprisingly, correlated strongly with the chronological age of mice. More importantly, the age acceleration derived from the age‐DMR‐based clock was (a) inversely correlated with the strain life span phenotype, (b) was significantly more accelerated in the HFD group, and (c) was positively correlated with body weight. This conveys that the age‐DMRs can estimate genetically modulated differences in rates of biological aging and life span, and is a modifiable outcome. Furthermore, the results highlight the interdependence between body weight, diet, and health and aging, and our observations agree with the well‐known influence of body mass on longevity, and the more favorable health profile associated with lower body mass within a species (Bartke, 2012).

The strain with the most decelerated clock, and presumably slowest rate of biological aging, was BXD102 on CD, which is among the longest‐lived BXD strain we had in the study. 

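By group, BXD102 on CD had the lowest mean DMRmAge-acc of the 17, at -119.7 ± 55.9 days (SD, n = 5). The 4 females lay between -196.4 and -78.6 and the male was at -65.3, so 5 of 5 were below 0.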

The DMRmAge‐acc for this strain ranged from –78 to –196 days for the females and –66 days for the one male sample. The subsamples analysis in the 55 female cases recapitulated this decelerated clock in BXD102. However, we note that there were a few mismatches between strain life span classification and the DMRmAge‐acc. 

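In BXD40 on CD the mean was -50.8 ± 24.3 days (SD, n = 8), with 8 of 8 mice below 0.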

BXD40 on CD, although classified as short‐lived, was the only short‐lived strain with a mean negative DMRmAge‐acc. 

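In B6D2F1 the mean was 38.5 ± 74.8 days (SD, n = 5; 4 of 5 mice above 0) and in D2B6F1 0.0705 ± 83.2 days (n = 4; 2 of 4 above 0).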

B6D2F1, on the other hand, although classified as long‐lived, was the only long‐lived group with mean positive DMRmAge‐acc. Unlike the inbred BXDs, the heterozygous F1s have hybrid vigor in both body weight and life span, and this likely explains the inconsistency.

### 3.3 Technical considerations and limitations

Before concluding, we should address a few caveats. The sequence alignment was done to the mm10 B6 reference genome, which means that for regions with genetic variants segregating in the BXDs, the sequence differences could compromise alignment. Chronological age, at least in the *biospecimen cohort*, is independent of genetic background, and the age‐DMRs are expected to be less susceptible to the confounding effect of DNA sequence variants. For body weight and life span, the interpretation is complicated by the fact that both phenotypes are closely linked to genotype, and the DMRs may reflect true differences in DNAm levels, or differential quantification due to sequence effects. To partly control for this, we used a mixed model that fitted each strain‐diet group as a random intercept. For the age‐DMRs, 17% of the CpG regions contained sequence variants, and this is similar to the 17% of variant containing bins in the background set of 368,300 regions. The BW0‐DMRs and LS‐DMRs were only slightly enriched in variant containing bins, and for the most part, the CpG regions were devoid of sequence differences.

To our knowledge, almost all existing DNAm clocks have relied on bisulfite‐based assays, which have the advantage of providing single CpG resolution (Hannum et al., 2013; Horvath, 2013; Levine et al., 2018; Petkovich et al., 2017; Stubbs et al., 2017; Thompson et al., 2018; Wang et al., 2017). For the mouse model, the reduced representation data (RRBS) generated by Petkovich et al. (2017) from ~141 B6 mice have been used in different studies to define tens of thousands of age‐dependent CpG sites (over 43,000 CpGs in Lowe et al. (2018), and over 146,000 in Sziraki et al. (2018)). Compared to these, the present work identified only 306 age‐DMRs at the suggestive threshold that covered 2691 CpG sites. This is still a relatively modest number of age‐dependent CpGs, and this is likely due to the small sample size and the genotype heterogeneity of the present cohort. Another contributing factor may be the methylome assay we used, as MBD‐seq provides lower quantitative sensitivity (Gujar, Liang, Wong, & Mozhui, 2018). Nonetheless, MBD‐sequencing still delivers highly sensitive and replicable quantification of genome‐wide methylation (Aberg et al., 2018). Using alternate assay methods also demonstrates that the DNAm age estimators are robust to the techniques used to quantify DNAm.

We note that the present study is specific to females. 

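The male B6D2F1 had a DMRmAge of 409.5 days, the male D2B6F1 464.6 and the male BXD102 511.3. Their DMRmAge-acc was -75.9, -40.5 and -65.3 days.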

We included a few male cases in the methylome assay, and the age‐DMR‐based clock closely estimated the chronological ages of the three males as well. Longevity is reported to be highly strain‐dependent in the BXD panel, with significant correlation in median life span between male and female BXDs, but also with notable sex differences in the underlying genetics (Lang et al., 2010). The decelerated DMRmAge‐acc in the one male BXD102 also suggests strain similarity in epigenetic aging rate between a male and the females of a long‐lived strain. However, with such a limited sampling of male cases, no conclusion can be drawn, and their inclusion may have added more heterogeneity than information. However, excluding the male cases, as was done for the subset analysis in the 55 female samples, did not alter the main findings of the study.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Statistical analyses

Descriptions of animal protocols, sample processing for MBD‐seq, sequence alignment, initial bioinformatics, data filtering, and quality checks are provided in Appendix S1 and Figure S1. Additional description of statistics and transcriptome analysis are also described in Appendix S1.

For the EWAS to detect DMRs, we applied the following model using the lme4 R package (v4_1.1‐21) (Bates, Mächler, Bolker, & Walker, 2015): lmer(logRPKM ~age + BW0 + medianLifeSpan + (1|StrainDiet)). This was first applied to the full set of 69 samples. Manhattan plots were generated using the qqman R package (Turner, 2018). For the DMRs, we evaluated relative enrichment in genomic features (i.e., introns, exons, and CpG islands) compared to the background set using the hypergeometric test in R (R codes in Table S3). Following that, we carried out functional annotation and enrichment analysis against the whole background genome using the GREAT application (version 4.0.4) (McLean et al., 2010). Enrichment was calculated using both a binomial test and a hypergeometric test, and we report only categories that were significant by both methods (FDR < 0.05). To search for human GWAS hits, we referred to the GWAS catalog (Buniello et al., 2019), and searched for the terms “body weight”, “aging”, and “longevity”. For variants with reported association *p* ≤ 5 × 10^−8^, the mapped human gene symbols were then matched to the corresponding mouse genes associated with the DMR.

### 4.2 Estimating epigenetic age and age acceleration

To estimate epigenetic age, we computed the weighted averages with each of the 306 age‐DMRs weighed by the respective age regression coefficient. The weighted averages were then scaled to the age range in the 69 samples using the following formula: DMRmAge = [(((weighted.average − min.weighted.average) × age.range)/weighted.average.range) + min.age], where min.weighted.average and weighted.average.range are the minimum value and range for the weighted averages in the 69 BXD samples, and age.range = 578 days is the range of chronological age in the 69 BXDs, and min.age = 181 days is the minimum age for the 69 BXDs. As recommended in Thompson et al. 2018 (Thompson et al., 2018), the “age acceleration” was computed as the residuals after fitting the predicted age to chronological ages: residuals(lm(DMRmAge ~Age)).

The DMR EWAS was repeated using the same mixed model (lmer(logRPKM ~age + BW0 + medianLifeSpan + (1|StrainDiet))) in a randomly selected subset of 55 female samples. Random subsampling was done using the R function, sample() with *n* = 55 and replace = FALSE, after excluding the 3 males. From this, age‐DMRs (age‐associated at *p* ≤ 1.0 × 10^−4^, 237 CpG regions) and the respective regression coefficients were then used to re‐compute the DMRmAge using the same weighted averaging method described above. We then used the 14 samples excluded from the EWAS as a test set to examine the association of DMRmAge‐acc with life span, body weight, and diet.

## 5 CONCLUSION

Our results demonstrate that the epigenetic clock defined from age‐DMRs is sensitive to subtle differences in natural life span among female mice that arise from common genetic variants, and is modifiable by environmental interventions, such as diet. The intercorrelations between epigenetic aging, body weight, and longevity also provide evidence that the methylome could provide a mechanistic link between the well‐known effect of body mass on aging and life span.

## CONFLICT OF INTEREST

No competing interests.

## AUTHOR CONTRIBUTIONS

KM supervised the study, contributed to conception of study design and analysis, and wrote the manuscript. RWW is the principal investigator of the BXD Aging Colony and contributed to the conception of the aging study, and provided access to the biorepository resource. JVSS, AHBH, and EGW contributed to the laboratory work, and JVSS performed the primary bioinformatics and initial data processing. DA and SR contributed to analysis and data acquisition. All authors contributed to and approved the final version of the manuscript.

## ETHICAL APPROVAL

All animal procedures were in accordance to protocol approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Tennessee Health Sciencne Center.

## Supporting information

Fig S1‐S3 Click here for additional data file.

Appendix S1 Click here for additional data file.

Tables S1‐S11 Click here for additional data file.

## Data Availability

The normalized MBD‐seq data for the 368,300 CpG bins (including chromosomal coordinates, region annotations, CpG density, and variant counts) are available from the NCBI NIH Gene Expression Omnibus. The full raw fastq files are available from the NCBI NIH Sequence Repository Archive. GEO accession ID is GSE137277, and the linked SRA accession ID is SRP221380.

## References

[acel13207-bib-0001] Aberg, K. A. , Chan, R. F. , Xie, L. , Shabalin, A. A. , & van den Oord, E. (2018). Methyl‐CpG‐binding domain sequencing: MBD‐seq. Methods in Molecular Biology, 1708, 171–189.2922414510.1007/978-1-4939-7481-8_10

[acel13207-bib-0002] Ashbrook, D. G. , Arends, D. , Prins, P. , Mulligan, M. K. , Roy, S. , Williams, E. G. , … Willaims, R. W. (2019). The expanded BXD family of mice: A cohort for experimental systems genetics and precision medicine. bioRxiv, 672097.

[acel13207-bib-0003] Bartke, A. (2012). Healthy aging: is smaller better? ‐ A mini‐review. Gerontology, 58(4), 337–343.2226179810.1159/000335166PMC3893695

[acel13207-bib-0004] Bates, D. , Mächler, M. , Bolker, B. , & Walker, S. (2015). Fitting Linear Mixed‐Effects Models Using lme4. Journal of Statistical Software, 67 http://CRANR‐projectorg/package=lme4

[acel13207-bib-0005] Berger, H. , Wodarz, A. , & Borchers, A. (2017). PTK7 Faces the Wnt in development and disease. Frontiers in Cell and Developmental Biology, 5, 31.2842477110.3389/fcell.2017.00031PMC5380734

[acel13207-bib-0006] Breitling, L. P. , Saum, K. U. , Perna, L. , Schottker, B. , Holleczek, B. , & Brenner, H. (2016). Frailty is associated with the epigenetic clock but not with telomere length in a German cohort. Clinical Epigenetics, 8, 21.2692517310.1186/s13148-016-0186-5PMC4768341

[acel13207-bib-0007] Budovsky, A. , Fraifeld, V. E. , & Aronov, S. (2011). Linking cell polarity, aging and rejuvenation. Biogerontology, 12(2), 167–175.2097893710.1007/s10522-010-9305-4

[acel13207-bib-0008] Buniello, A. , MacArthur, J. A. L. , Cerezo, M. , Harris, L. W. , Hayhurst, J. , Malangone, C. , … Suveges, D. (2019). The NHGRI‐EBI GWAS Catalog of published genome‐wide association studies, targeted arrays and summary statistics 2019. Nucleic Acids Research, 47(D1), D1005–D1012.3044543410.1093/nar/gky1120PMC6323933

[acel13207-bib-0009] Carter, C. J. (2007). Convergence of genes implicated in Alzheimer's disease on the cerebral cholesterol shuttle: APP, cholesterol, lipoproteins, and atherosclerosis. Neurochemistry International, 50(1), 12–38.1697324110.1016/j.neuint.2006.07.007

[acel13207-bib-0010] Chen, B. H. , Marioni, R. E. , Colicino, E. , Peters, M. J. , Ward‐Caviness, C. K. , Tsai, P. C. , … Bressler, J. (2016). DNA methylation‐based measures of biological age: meta‐analysis predicting time to death. Aging, 8(9), 1844–1865.2769026510.18632/aging.101020PMC5076441

[acel13207-bib-0011] Ciccarone, F. , Tagliatesta, S. , Caiafa, P. , & Zampieri, M. (2018). DNA methylation dynamics in aging: How far are we from understanding the mechanisms? Mechanisms of Ageing and Development, 174, 3–17.2926895810.1016/j.mad.2017.12.002

[acel13207-bib-0012] Cole, J. J. , Robertson, N. A. , Rather, M. I. , Thomson, J. P. , McBryan, T. , Sproul, D. , … Meehan, R. R. (2017). Diverse interventions that extend mouse lifespan suppress shared age‐associated epigenetic changes at critical gene regulatory regions. Genome Biology, 18, 1–16.2835138310.1186/s13059-017-1185-3PMC5370462

[acel13207-bib-0013] de Haan, G. , Gelman, R. , Watson, A. , Yunis, E. , & Van Zant, G. (1998). A putative gene causes variability in lifespan among genotypically identical mice. Nature Genetics, 19(2), 114–116.962076210.1038/465

[acel13207-bib-0014] De Haan, G. , & Van Zant, G. (1999). Genetic analysis of hemopoietic cell cycling in mice suggests its involvement in organismal life span. FASEB Journal: Official Publication of the Federation of American Societies for Experimental Biology, 13(6), 707–713.1009493110.1096/fasebj.13.6.707

[acel13207-bib-0015] Gelman, R. , Watson, A. , Bronson, R. , & Yunis, E. (1988). Murine chromosomal regions correlated with longevity. Genetics, 118(4), 693–704.316331710.1093/genetics/118.4.693PMC1203324

[acel13207-bib-0016] Gujar, H. , Liang, J. W. , Wong, N. C. , & Mozhui, K. (2018). Profiling DNA methylation differences between inbred mouse strains on the Illumina Human Infinium MethylationEPIC microarray. PLoS One, 13(3), e0193496.2952906110.1371/journal.pone.0193496PMC5846735

[acel13207-bib-0017] Hannum, G. , Guinney, J. , Zhao, L. , Zhang, L. , Hughes, G. , Sadda, S. , … Deconde, R. (2013). Genome‐wide methylation profiles reveal quantitative views of human aging rates. Molecular Cell, 49(2), 359–367.2317774010.1016/j.molcel.2012.10.016PMC3780611

[acel13207-bib-0018] Horvath, S. (2013). DNA methylation age of human tissues and cell types. Genome Biology, 14(10), R115.2413892810.1186/gb-2013-14-10-r115PMC4015143

[acel13207-bib-0019] Hsu, H. C. , Li, L. , Zhang, H. G. , & Mountz, J. D. (2005). Genetic regulation of thymic involution. Mechanisms of Ageing and Development, 126(1), 87–97.1561076610.1016/j.mad.2004.09.016

[acel13207-bib-0020] Lang, D. H. , Gerhard, G. S. , Griffith, J. W. , Vogler, G. P. , Vandenbergh, D. J. , Blizard, D. A. , & McClearn, G. E. (2010). Quantitative trait loci (QTL) analysis of longevity in C57BL/6J by DBA/2J (BXD) recombinant inbred mice. Aging Clinical and Experimental Research, 22(1), 8–19.2030536310.1007/BF03324809

[acel13207-bib-0021] Levine, M. E. , Lu, A. T. , Quach, A. , Chen, B. H. , Assimes, T. L. , Bandinelli, S. , … Whitsel, E. A. (2018). An epigenetic biomarker of aging for lifespan and healthspan. Aging, 10(4), 573–591.2967699810.18632/aging.101414PMC5940111

[acel13207-bib-0022] Lowe, R. , Barton, C. , Jenkins, C. A. , Ernst, C. , Forman, O. , Fernandez‐Twinn, D. S. , … Rakyan, V. K. (2018). Ageing‐associated DNA methylation dynamics are a molecular readout of lifespan variation among mammalian species. Genome Biology, 19(1), 22.2945259110.1186/s13059-018-1397-1PMC5815211

[acel13207-bib-0023] Lu, A. T. , Quach, A. , Wilson, J. G. , Reiner, A. P. , Aviv, A. , Raj, K. , … Whitsel, E. A. (2019). DNA methylation GrimAge strongly predicts lifespan and healthspan. Aging, 11(2), 303–327.3066911910.18632/aging.101684PMC6366976

[acel13207-bib-0024] Lu, A. T. , Xue, L. , Salfati, E. L. , Chen, B. H. , Ferrucci, L. , Levy, D. , … Horvath, S. (2018). GWAS of epigenetic aging rates in blood reveals a critical role for TERT. Nature Communications, 9(1), 387.10.1038/s41467-017-02697-5PMC578602929374233

[acel13207-bib-0025] Marioni, R. E. , Harris, S. E. , Shah, S. , McRae, A. F. , von Zglinicki, T. , Martin‐Ruiz, C. , … Deary, I. J. (2018). The epigenetic clock and telomere length are independently associated with chronological age and mortality. International Journal of Epidemiology, 47(1), 356.2919038210.1093/ije/dyx233PMC5837660

[acel13207-bib-0026] Marioni, R. E. , Shah, S. , McRae, A. F. , Chen, B. H. , Colicino, E. , Harris, S. E. , … Pattie, A. (2015). DNA methylation age of blood predicts all‐cause mortality in later life. Genome Biology, 16(1), 25.2563338810.1186/s13059-015-0584-6PMC4350614

[acel13207-bib-0027] Marioni, R. E. , Shah, S. , McRae, A. F. , Ritchie, S. J. , Muniz‐Terrera, G. , Harris, S. E. , … Corley, J. (2015). The epigenetic clock is correlated with physical and cognitive fitness in the Lothian Birth Cohort 1936. International Journal of Epidemiology, 44(4), 1388–1396.2561734610.1093/ije/dyu277PMC4588858

[acel13207-bib-0028] McLean, C. Y. , Bristor, D. , Hiller, M. , Clarke, S. L. , Schaar, B. T. , Lowe, C. B. , … Bejerano, G. (2010). GREAT improves functional interpretation of cis‐regulatory regions. Nature Biotechnology, 28(5), 495–501.10.1038/nbt.1630PMC484023420436461

[acel13207-bib-0029] Metrustry, S. J. , Edwards, M. H. , Medland, S. E. , Holloway, J. W. , Montgomery, G. W. , Martin, N. G. , … Valdes, A. M. (2014). Variants close to NTRK2 gene are associated with birth weight in female twins. Twin Research and Human Genetics, 17(4), 254–261.2495037910.1017/thg.2014.34

[acel13207-bib-0030] Mozhui, K. , & Pandey, A. K. (2017). Conserved effect of aging on DNA methylation and association with EZH2 polycomb protein in mice and humans. Mechanisms of Ageing and Development, 162, 27–37.2824971610.1016/j.mad.2017.02.006PMC5411177

[acel13207-bib-0031] Petkovich, D. A. , Podolskiy, D. I. , Lobanov, A. V. , Lee, S. G. , Miller, R. A. , & Gladyshev, V. N. (2017). Using DNA methylation profiling to evaluate biological age and longevity interventions. Cell Metabolism, 25(4), 954–960e956.2838038310.1016/j.cmet.2017.03.016PMC5578459

[acel13207-bib-0032] Rakyan, V. K. , Down, T. A. , Maslau, S. , Andrew, T. , Yang, T. P. , Beyan, H. , … Spector, T. D. (2010). Human aging‐associated DNA hypermethylation occurs preferentially at bivalent chromatin domains. Genome Research, 20(4), 434–439.2021994510.1101/gr.103101.109PMC2847746

[acel13207-bib-0033] Roy, S. , Sleiman, M. B. , Jha, P. , Williams, E. G. , Ingels, J. F. , Chapman, C. J. , … Williams, R. W. (2019). Gene‐by‐environmental modulation of longevity and weight gain in the murine BXD family. bioRxiv, 776559.

[acel13207-bib-0034] Sloane, L. B. , Stout, J. T. , Vandenbergh, D. J. , Vogler, G. P. , Gerhard, G. S. , & McClearn, G. E. (2011). Quantitative trait loci analysis of tail tendon break time in mice of C57BL/6J and DBA/2J lineage. The Journals of Gerontology Series A, Biological Sciences and Medical Sciences, 66(2), 170–178.10.1093/gerona/glq169PMC302137121047976

[acel13207-bib-0035] Stubbs, T. M. , Bonder, M. J. , Stark, A. K. , Krueger, F. , von Meyenn, F. , Stegle, O. , & Reik, W. (2017). Multi‐tissue DNA methylation age predictor in mouse. Genome Biology, 18(1), 68.2839993910.1186/s13059-017-1203-5PMC5389178

[acel13207-bib-0036] Sziraki, A. , Tyshkovskiy, A. , & Gladyshev, V. N. (2018). Global remodeling of the mouse DNA methylome during aging and in response to calorie restriction. Aging Cell, 17(3), e12738.2957552810.1111/acel.12738PMC5946071

[acel13207-bib-0037] Teumer, A. , Qi, Q. , Nethander, M. , Aschard, H. , Bandinelli, S. , Beekman, M. , … Kaplan, R. C. (2016). Genomewide meta‐analysis identifies loci associated with IGF‐I and IGFBP‐3 levels with impact on age‐related traits. Aging Cell, 15(5), 811–824.2732926010.1111/acel.12490PMC5013013

[acel13207-bib-0038] Thompson, M. J. , Chwialkowska, K. , Rubbi, L. , Lusis, A. J. , Davis, R. C. , Srivastava, A. , … Pellegrini, M. (2018). A multi‐tissue full lifespan epigenetic clock for mice. Aging, 10(10), 2832–2854.3034890510.18632/aging.101590PMC6224226

[acel13207-bib-0039] Thorleifsson, G. , Walters, G. B. , Gudbjartsson, D. F. , Steinthorsdottir, V. , Sulem, P. , Helgadottir, A. , … Stefansson, K. (2009). Genome‐wide association yields new sequence variants at seven loci that associate with measures of obesity. Nature Genetics, 41(1), 18–24.1907926010.1038/ng.274

[acel13207-bib-0040] Turner, S. (2018). qqman: An R package for visualizing GWAS results using Q‐Q and manhattan plots. Journal of Open Source Software, 3(25), 731.

[acel13207-bib-0041] Wang, T. , Tsui, B. , Kreisberg, J. F. , Robertson, N. A. , Gross, A. M. , Yu, M. K. , … Ideker, T. (2017). Epigenetic aging signatures in mice livers are slowed by dwarfism, calorie restriction and rapamycin treatment. Genome Biology, 18(1), 57.2835142310.1186/s13059-017-1186-2PMC5371228

[acel13207-bib-0042] Weedon, M. N. , Lettre, G. , Freathy, R. M. , Lindgren, C. M. , Voight, B. F. , Perry, J. R. B. , … Frayling, T. M. (2007). A common variant of HMGA2 is associated with adult and childhood height in the general population. Nature Genetics, 39(10), 1245–1250.1776715710.1038/ng2121PMC3086278

[acel13207-bib-0043] Yuan, R. , Peters, L. L. , & Paigen, B. (2011). Mice as a mammalian model for research on the genetics of aging. ILAR Journal/National Research Council, Institute of Laboratory Animal Resources, 52(1), 4–15.10.1093/ilar.52.1.4PMC307434621411853

[acel13207-bib-0044] Yuan, R. , Tsaih, S. W. , Petkova, S. B. , De Evsikova, C. M. , Xing, S. , Marion, M. A. , … Rosen, C. J. (2009). Aging in inbred strains of mice: study design and interim report on median lifespans and circulating IGF1 levels. Aging Cell, 8(3), 277–287.1962726710.1111/j.1474-9726.2009.00478.xPMC2768517

[acel13207-bib-0045] Zhou, Y. , Simmons, D. , Lai, D. , Hambly, B. D. , & McLachlan, C. S. (2017). rs9939609 FTO genotype associations with FTO methylation level influences body mass and telomere length in an Australian rural population. International Journal of Obesity, 41(9), 1427–1433.2855954010.1038/ijo.2017.127

# Supplementary material for: Body weight and high‐fat diet are associated with epigenetic aging in female members of the BXD murine family
**Source:** Aging Cell. 2020 Aug 12;19(9):e13207. doi: 10.1111/acel.13207
**Supplement:** Supplementary file 1 — Fig S1‐S3

**Supplementary Figures**

**Fig S1. Unsupervised hierarchical cluster and density plots**

**(a)** The dendrogram plotted using the genome-wide data shows that samples cluster by strain identity rather than age or diet. **(b)** Density plots of logRPKM values for the 368,300 CpGs bins show a consistent distribution. Methylation scores average is at 3.8 ± 0.72 logRPKM.

**Fig S2. Genome-wide mean methylation and correlations with principal components**

For each individual mouse, the overall mean methylation and within-individual variance was calculated for **(a)** 167,769 CpG regions in intergenic sites, and **(b)** 200,531 genic CpG regions located within annotated genes. The intergenic regions have wide variation between strains and the F1 hybrids have the highest mean methylation and lowest variance. The genic CpG regions are more consistent across strains. Mean methylation is inversely correlated with variance, and this is particularly pronounced for the intergenic CpG regions. Average methylation at intergenic regions (x-axis) is correlated with PC1 **(c)**, and PC3 **(d)**, and average methylation at genic regions is correlated with PC4 **(e)**.

**Fig. S3. Age-DMR based measure of epigenetic aging in subsamples and test sets**

**(a)** The epigenetic age, DMRmAge, was estimated using 237 age-dependent differentially methylated CpG regions (age-DMRs) defined from a subsampled set of 55 female methylomes. The DMRmAge has a strong positive correlation with the chronological age of mice in the 55 subsamples (left panel). The 14 samples excluded from the age-DMR definition included the three male cases (open circles), and these samples served as a test set, and the DMRmAge predicts chronological age in the test set as well (right panel). **(b)** The age acceleration residuals (DMRmAge-acc) derived from this clock has a significant negative correlation with the maximum lifespan in both the subsamples, and the test set, but is significant only in the test set. **(c)** In the BXD strains with matched samples from both control diet (CD) and high fat diet (HFD), the DMRmAge-acc is significantly higher in the HFD group compared to the CD group (60.49 ± 33.05 for HFD, 3.87 ± 55.40 for CD, *p* = 0.008, *n* = 25). HFD also accelerated DMRmAge in the strain-matched samples in the test set (43.57 ± 19.83 for HFD, –12.02 ± 19.98 for CD, *p* = 0.008, *n* = 8).

# Supplementary material for: Body weight and high‐fat diet are associated with epigenetic aging in female members of the BXD murine family
**Source:** Aging Cell. 2020 Aug 12;19(9):e13207. doi: 10.1111/acel.13207
**Supplement:** Supplementary file 2 — Appendix S1

**Appendix S1**

**Animals**

The present study utilizes biobanked liver samples collected from mice that were housed in a specific pathogen-free (SPF) facility at the University of Tennessee Health Science Center (UTHSC). Mice were kept at 20–24 °C on a 12-hour light cycle. The control diet (CD) animals were given *ad libitum* access to water and standard chow (18% calories from fat). Upon initial weighing, mice assigned to high fat diet (HFD) were given *ad libitum* access to water and high fat chow (60.3% calories from fat). Details of the diet are provide in Roy et al., ^1^. Mice that were selected for tissue collection were periodically euthanized at ages that ranged from 6 months to >24 months. Mice were first deeply anesthetized with avertin (0.02 ml per g of body weight), and were then perfused with ice cold phosphate-buffered saline. Liver was removed, weighed, and immediately frozen in liquid nitrogen, and then stored in –80 °C. All animal procedures were in accordance to protocol approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Tennessee Health Science Center.

**Statistics**

Correlations between continuous variables (e.g., age, weight measurements, strain lifespan data, principal components, methylation averages) were done using Pearson correlation, and t-test was used to evaluate the effect of diet as a categorical predictor. For age-corrected baseline body weight (BW0), residual values were derived by regressing BW0 on baseline age, and values were then scaled to the original BW0 range. Multi-variable analyses were based on linear regression.

**Sample preparation**

DNA was extracted using the DNeasy Blood & Tissue Kit from Qiagen. Nucleic acid purity was inspected by using a NanoDrop spectrophotometer, and quantified using a Qubit fluorometer dsDNA BR Assay. Affinity-based enrichment was carried out using the MethylMiner DNA enrichment kit from ThermoFisher Scientific according to the manufacturer’s standard protocol. In brief, 1 μg of DNA in 110 μl of low TE buffer was fragmented to ~150 bp using a Covaris S2 ultrasonicator. Sonication settings were: cycle/burst of 1 for 10 cycles of 60 s, duty cycle of 10%, intensity of 5.0. DNA fragment size and quality were assessed using the Agilent Bioanalyzer 2100. Following MBD capture reactions, DNA was eluted in a single step using high salt (2000 mM NaCl) elution buffer, and re-concentrated by ethanol precipitation. The final concentration of methylated-CpG enriched DNA ranged from 1.12 to 5.43 ηg per μl (2.46 ± 0.94). Sequencing was done to a depth of approximately 50 million reads per sample (150 bp paired-end) on the Illumina HiSeq 4000, and carried out by Novogene (<https://en.novogene.com>).

**Read alignment and initial data processing**

FASTQ files were first inspected with the FastQC tool (v.0.11.8) ^2^, and alignment was done to the mouse reference genome (mm10/GRCm38) using Bowtie2 (v.2.3.4.3) ^3^. Alignment quality was evaluated with SAMtools (v.1.9) ^4^, and SAMstat v.1.5.1^5^. Potential PCR duplicates and reads with mapping quality less than 10 were removed. The bam files were loaded to the MEDIPS R package (v.1.36.0) ^6^ for additional quality checks and assessment of read coverage. Saturation analysis (MEDIPS.saturation) showed that all 70 libraries had sufficient read coverage, and pair-wise correlations (MEDIPS.correlation) showed high consistency between samples (Pearson *r* > 0.90 for all pairs). Given the MBD enrichment, all the samples were enriched for CpGs (mean CG enrichment score of 2.30 ± 0.19; using the MEDIPS MEDIPS.CpGenrich function), and on average, 51% of CpGs in the reference genome was covered by at least one mapped read, with 28% of CpGs covered by > 5 mapped reads. To quantify DNAm, the mouse genome was divided in 150 bp non-overlapping windows and reads were counted for each bin with normalization to the local CpG density (coupling factor or CF) using the function MEDIPS.meth and the following parameters: ws =150, extend = 150, uniq = 1, shift=0. Read counts were then filtered to retain only 150 bp bins that had sufficient coverage for reliable quantification and statistical analyses. First, bins with no CpGs (CF = 0) and mean read counts ≤ 1 were excluded, resulting in 4,286,826 bins. The Y chromosome was also excluded. The filtered data was loaded to the EdgeR R package (v3.24) ^7^ and further filtered on the basis of counts per million (CPM) to retain only reads with more than 1 CPM in 2 or more libraries. This resulted in 368,300 CpG regions with sufficient coverage across the libraries, and these were normalized using the calcNormFactors function. RPKM values were then extracted using the parameters gene.length = 150, log = TRUE. The compendium of SNPs and small insertions/deletions segregating in the BXDs have been catalogued for the BXDs ^8^, and we used this information to count the number of variants in each of the 368,300 150 bp bins.

These CpG regions were annotated for genomic features using the HOMER program (v4.10) ^9^. The CpG regions were then divided into bins that occurred within annotated genes (genic set, 200,531 bins), and those that were in intergenic regions (167,769 bins). For each sample, the overall average methylation and variance for these genic and intergenic sets were computed. The intercorrelations between the large-scale methylome features, body weight measures, and strain-level lifespan phenotype were examined using Pearson correlations.

PCA and hierarchical clustering was done in R for this full set of bins (**Fig S1a**). These detected no outlier samples and the DNAm profiles were consistent across the samples (**Fig S1b**), and averaged at 3.8 ± 0.72 logRPKM.

**Transcriptomes analyses**

We used liver gene expression data that are available from GeneNetwork (<http://genenetwork.org>; data accession ID GN877, UTHSC BXD Harvested Liver RNA-Seq (Oct19)). While this is a bigger cohort, we limited the analysis to only 52 mice that had matched MBD-seq in the present study. Gene expression was log_2_ transformed transcripts per million (TPM). For the age-, BW0-, and LS-DMRs, the cognate genes were defined as the gene in which the DMR is located for genic sites, or the nearest gene promoter for intergenic regions. These were then matched by gene symbol to the corresponding transcript. For *cis*-correlations, we performed a Pearson correlation between the DNAm levels and transcripts levels. In cases where a DMR paired to multiple transcript variants, we retained only the DMR-mRNA pair that had the strongest *cis*-correlation such that each DMR was paired to only a unique mRNA. Following this, we used Pearson correlations to relate the expression levels with the corresponding variable, i.e., age, BW0, or median lifespan.

**References**

1. Roy S, Sleiman MB, Jha P, et al. Gene-by-environmental modulation of longevity and weight gain in the murine BXD family. *bioRxiv.* 2019:776559.

2. FastQC. <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>.

3. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology.* 2009;10(3):R25.

4. Li H, Handsaker B, Wysoker A, et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics.* 2009;25(16):2078-2079.

5. Lassmann T, Hayashizaki Y, Daub CO. SAMStat: monitoring biases in next generation sequencing data. *Bioinformatics.* 2011;27(1):130-131.

6. Lienhard M, Grimm C, Morkel M, Herwig R, Chavez L. MEDIPS: genome-wide differential coverage analysis of sequencing data derived from DNA enrichment experiments. *Bioinformatics.* 2014;30(2):284-286.

7. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics.* 2010;26(1):139-140.

8. Ashbrook DG, Arends D, Prins P, et al. The expanded BXD family of mice: A cohort for experimental systems genetics and precision medicine. *bioRxiv.* 2019:672097.

9. Heinz S, Benner C, Spann N, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell.* 2010;38(4):576-589.

How the deposited data were processed for this re-analysis (not part of the article)

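Liver DNA of 70 mice was enriched for methylated CpGs with a methyl-CpG binding domain protein and sequenced (MBD-seq), with 1 library per mouse and no pooling. The mice were 67 females and 3 males of 12 strains and F1 crosses in 17 strain-by-diet groups, 12 on CD and 5 on HFD. Strain, diet and sex came from the sample labels and were the same in Table S1. Age at collection, weights, life span and the marking of 55 training mice came from Table S1. Results are for 69 mice, without the BXD65 HFD mouse that the authors excluded, unless 70 are named.

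As the authors describe, reads were checked with FastQC 0.11.8, aligned with Bowtie2 2.3.4.3 to mm10 (GRCm38), evaluated with SAMtools 1.9, stripped of duplicates and of reads with a mapping quality below 10, and counted in 150 bp bins with MEDIPS 1.36.0. The authors then removed bins with no CpG, with a low mean count or on chromosome Y, and computed log2 RPKM in EdgeR 3.24 with normalization factors. The deposited values are log2 RPKM per bin for 368300 bins. The methods state no prior count, and a value of 2 was inferred from the lowest values, with which the lowest of all, -0.41, stands for 0 reads. With them the authors deposited the number of CpGs per bin and the number of sequence variants per bin as counts, and the CpG and GC content of each bin as a fraction, although the names of these values say percent. These fractions were not used here. Annotation by the authors was with HOMER 4.10 and mixed models with lme4 1.1-21.

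Since the values are not counts, the reads were recovered from the steps between the low values of each library, after removing the prior count. In each library 100% of the values fell on a whole read within 0.05. Reads in bins were 11028723 to 25828399 per mouse (median 17442567 over the 69), with a median of 21 to 53 reads per bin. Between mice of 1 group, the median squared difference over 20000 bins was 1.48 times that of counting noise (129 pairs), and between groups 2.92 times, so counting noise makes up much of the difference between single bins of 2 mice. Among all 2415 pairs the lowest ratio was 1.08, above that of 1 library given more than once (chi-square p of 5.9e-14). Bins of CpG islands on chromosome X were at 0.40 to 0.51 in the 3 males and 3.21 to 3.93 in the 67 females.

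Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Bins were assigned to gene features by their midpoint on a RefSeq annotation of GRCm38.p6, the build of the deposited coordinates. A bin counted as overlapping a CpG island if its midpoint lay in one, with islands called on the repeat-masked sequence. Repeats were taken from the masked bases of the bin. The number of CpGs per bin in that genome was within 1 of the deposited number in 368300 bins and equal in 355134. The class was the same as in Tables S5 to S7 for 97.9% of 1116 bins.

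For each bin, log2 RPKM was modelled on age, BW0 and median life span with a random intercept per group, by restricted maximum likelihood with Satterthwaite degrees of freedom and two-sided p. The fit was written for this purpose and was checked against lmerTest 3.1.3 with lme4 1.1.37 in R 4.3.3 on 200 bins, where the largest difference in t was 3.1e-05. Bins were called at 1e-04 and at 2.7e-07, the thresholds of the paper. The fit was tested on simulated data with the same design, 20000 bins of which 200 changed. It recovered 196 for age, 185 for BW0 and 132 for median life span, with 3, 3 and 2 false calls. A least-squares fit for diet recovered 129 with 2 false calls. For age, BW0 and life span the planted changes were larger than the median coefficients of the called bins, so recovery of smaller changes was not measured. Noise was drawn independently for each bin, so the false calls do not cover variation shared between bins.

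Feature enrichment used hypergeometric tests against the 368300 bins with Benjamini-Hochberg adjustment over 11 features. PCA was centred and not scaled on 70 mice. Correlations are Pearson r and Spearman rho with 100000 two-sided permutations of mice, and groups were permuted where a value belongs to the group. Groups of fewer than 10 mice were compared by exact tests. DMRmAge is the average of the 306 bins of Table S5 weighted by the age coefficient and scaled to 181 to 759 days, and DMRmAge-acc its residual on age. The largest difference from Table S1 was 0.00130 days for DMRmAge and 0.504 days for DMRmAge-acc. Training and test mice were the 55 and 14 marked in Table S1, and 20 other random training sets were drawn.

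Bins named in the text are the 5 with the smallest p for age, BW0 and life span, and for each of 35 genes the paper names for its methylation, the bin with the smallest p in Tables S5 to S7. *Igfbp2*, 1 of the 35, has no bin there. The values in these tables were seen before the rule was written. The *Stard13* and *Cyp1a2* bins were named after their values were seen.

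Alternatives were prior counts of 0.5 and 5, median-centred values, bins with no mouse at 0 reads, bins without variants, 66 females, 70 mice, no F1s, other random effects and covariates (diet, library size, slope of log2 RPKM on CpG count), a threshold of 0.00015, a normal approximation to t, other bins and weights for the clock, group means, and leaving out each mouse and each strain. Clocks of only the bins that gain or only those that lose methylation, and pairs of an HFD mouse with CD mice of its strain at most 1 day apart in age at collection, were added after seeing the data. For each of age, BW0, life span and diet, 100 assignments were fitted, the real one and permuted ones. Age and BW0 were permuted among the mice of a group, life span among the 17 groups, and diet among the mice of a strain. Survival, weight and diet effects on life span, RNA-seq, gene ontology and human GWAS results were not analysed here.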

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

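No test in this part was chosen only after its result was seen. Which results are given here, the alternatives and the tests of the main results were set before the data were examined, except for those named in the parts below.

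In groups of 4 to 10 mice, 7 PC and mean values, DMRmAge-acc and the *Tert* bin were searched for a mouse far from the others of its group by Dixon's test. Of 72 pairs of a group and a measure tested, chance alone gives 3.6, since it takes about 1 in 20, and 3 were found. In BXD73 on CD, the 759-day-old female UT8 was lowest on PC1, at 202.2 against 220.1 to 223.5 in the other 3 (gap over range 0.842), and in the genic mean, at 3.78 against 3.83 (gap over range 0.916). In BXD65 on CD, the 367-day-old female UT32 was lowest in the *Tert* bin, at 3.03 against 3.86 to 4.12 in the other 5 (gap over range 0.757). Their libraries held 15978676 and 19300354 reads in bins, the former the lowest of the 4 BXD73 mice on CD and the latter inside the range of BXD65, and both mice were most similar to mice of their own strain or sub-strain, which argues against an exchange of samples between strains. A lower depth for UT8 and its age, the highest in the study, are both left open and were not tested. Without UT32 the *Tert* bin of long-lived mice minus the others was -0.24, and without UT8 the BW0-DMRs numbered 758 in place of 502.

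On HFD, PC1 and the intergenic mean correlated with life span in the direction opposite to CD. The difference in r (HFD minus CD) was 1.14 for PC1 and median life span (-0.318 on CD, 0.826 on HFD; exact p = 0.00857 over 6188 splits of the 17 groups into 12 and 5), -1.26 for the intergenic mean and median life span (0.380 and -0.875; exact p = 0.00663) and -1.20 for the intergenic mean and maximum life span (0.358 and -0.843; exact p = 0.00291). Each had an adjusted p of 0.0457 over 16 tests. The 5 HFD groups come from 5 strains of 3 families of related strains, while the CD groups span all 12 strains. In the 19 CD mice of those 5 strains, r of the intergenic mean and median life span was 0.272 (permutation p = 0.254), and -0.171 with maximum life span (p = 0.482). An effect of diet and the choice of strains cannot be told apart, since 5 groups leave r in the same strains on CD undecided. The life span on HFD also differs from that on CD in the same strains, so a biological difference remains among the open explanations and was not tested. Capture and library size were not tested for this pattern.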

How the results depend on the processing

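Clocks of only the bins that gain or only those that lose methylation with age, and the pairs of an HFD mouse with CD mice of its strain and age, were chosen after seeing the data, and all other alternatives were not. Group as a fixed effect gives no value for life span, which has 1 value per group. Where a change is given below, the cause was not tested unless it is named.

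The age-DMR count was within 1.5 times 255 in 15 of 16 alternatives, and was 423 with a normal approximation to t. Without 1 strain it ran from 186 (BXD65) to 298 (BXD9) and without 1 mouse from 210 to 304. At 2.7e-07 the count was 20 to 26 in 6 alternatives, and 14 (without BXD48 or BXD79) to 33 (without BXD9) with 1 strain left out, with 16 without BXD40, BXD48a or BXD73. The rho of the age coefficient with CpG count, 0.56, was 0.070 in the 25 bins at 2.7e-07, of which 24 gain methylation. The rho with the mean, -0.54, was -0.68 in those and -0.37 with the slope of log2 RPKM on CpG count as a covariate. Enrichment of islands and promoters and depletion of intergenic bins kept their direction, and their unadjusted p its side of the threshold, in all alternatives run. At 2.7e-07 the promoters were 2 of 25 bins (exact hypergeometric p = 0.0394), and their adjusted p there was 0.145.

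The BW0-DMR count was within 1.5 times 502 in 11 of 15 alternatives. It was 889 in 66 females (253 positive), 143 with the slope on CpG count as a covariate (25 positive), 1160 with a normal approximation to t (298 positive) and 104 with group as a fixed effect (32 positive), so most coefficients were negative in each. Without 1 strain or mouse it ran from 3.0e+02 (BXD65) to 758 (mouse UT8), and it was also moved beyond 1.5 times without BXD40 (321), BXD73b (322), BXD65b (332) and mouse UT505 (330). At 2.7e-07 there were 17 bins in 66 females, and with 1 strain left out 1 (BXD73) to 8 (BXD102), with 2 without BXD65b or D2B6F1 and 3 without BXD40, BXD48a or BXD9.

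The LS-DMR count was within 1.5 times 95 in 11 of 14 alternatives, and was 63 with library size and 40 with the slope on CpG count as a covariate and 340 with a normal approximation to t. Without 1 strain or mouse it ran from 31 (BXD79) to 140 (BXD65), with 62 without mouse UT113. At 2.7e-07 there was 1 bin in 66 females, and with 1 strain left out 0 (BXD40, BXD79) to 4 (BXD48a), with 1 without BXD9 or D2B6F1. Where this count was 0, 31 to 140 bins still passed 1e-04 over all strains left out, and over all mice 26189 bins had an unadjusted p of 0.05 or less. The normal approximation raises each count by its construction, since it ignores the degrees of freedom.

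For bins named in the text, other than those of *Stard13* and *Cyp1a2*, all coefficients kept their sign. Of the tests at 1e-04, 30 were on the same side with the slope on CpG count as a covariate and 16 were not, and with group as a fixed effect 21 were and 11 were not. With 66 females 34 were on the same side, 9 fell short and 3 newly passed.

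For PC1 and BW0, r (-0.311) was -0.190 (permutation p = 0.117) with bins scaled to unit variance, -0.0961 (p = 0.434) without bins in which a mouse had no read, and -0.375 (p = 0.137) over 17 group means. Leaving out 1 strain gave -0.362 (BXD48) to -0.0949 (BXD73, permutation p = 0.466), and -0.220 without BXD73b (p = 0.0807). PC4 and median life span stayed at 0.587 to 0.855, the intergenic mean and liver weight at 0.360 to 0.760 and the *Tert* difference at -0.30 to -0.22 over all alternatives and strains left out, each past its threshold.

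DMRmAge and age correlated at 0.730 to 0.916. DMRmAge-acc and maximum life span (-0.350) turned to 0.10 with only the 131 bins that lose methylation. With 1 strain or mouse left out it was -0.488 (B6D2F1) to -0.0750 (BXD102, permutation p = 0.559). DMRmAge-acc and BW0 (0.234, permutation p = 0.0531) had a p of 0.05 or less in 11 of 18 alternatives: 0.257 with equal weights, 0.274 with each strain scored by bins called without it, 0.331 with an age-only model, 0.300 in 66 females, 0.243 in 70 mice, 0.274 without F1s, 0.237 with a prior count of 0.5, 0.264 median-centred, 0.249 and 0.238 with the slope on CpG count or library size regressed out, and 0.356 with losing bins. It was lowest, at 0.0430 (permutation p = 0.725), with bins called at 2.7e-07, and 0.0715 (p = 0.558) within groups, 0.159 (p = 0.194) with gaining bins, 0.227 with a prior count of 5 and 0.302 (p = 0.235) over group means. With 1 strain or mouse left out it was 0.0980 (BXD102) to 0.285 (mouse UT529), and p fell to 0.05 or less without each of 20 mice. DMRmAge-acc and final weight (0.314) was 0.108 (permutation p = 0.377) with bins called at 2.7e-07, 0.110 with losing bins and 0.0420 (p = 0.731) within groups. With 1 strain left out and the bins weighted again it was 0.258 (BXD102) to 0.365.

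HFD minus CD in DMRmAge-acc (39.2 days) was 20.5 (p = 0.240) with bins called at 2.7e-07 and 41.3 over 5 strain differences, where 0.0625 is the smallest p that exact sign flips can give, and turned to -50.5 (p = 0.0626) with losing bins. In 6 pairs of an HFD mouse with CD mice of its strain, at most 1 day apart in age at collection, it was 53.5 days, higher on HFD in 6 of 6, with an exact p of 0.0312, the smallest possible. Whether they are littermates is not stated. In the other 14 of 18 alternatives, and with each mouse or strain left out (34.5 to 50.1), it kept its direction and side of the threshold.

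In the regression with BW0, a random intercept per group gave -0.153 for life span (p of 0.105), 1.60 for BW0 (p of 0.127) and 30.6 for diet (p of 0.200), and with each strain scored by bins called without it diet was 38.5 (p of 0.0892). Leaving out 1 strain or mouse gave life span -0.239 (BXD79) to -0.0176 (BXD102), with -0.115 (p of 0.0640) without UT120. BW0 ran from 1.42 (BXD102) to 2.87 (BXD65b), with 1.95 (p of 0.0534) without UT502. Diet ran from 22.0 (BXD79) to 45.0 (BXD102), and its p rose above 0.05 without BXD79 (p of 0.263), BXD40 (31.6), BXD73 (30.4), BXD73b (30.4) or any of 10 mice (30.3 to 35.8). In the regression with final weight, life span was -0.154 (p of 0.116) with a random intercept, and -0.244 (BXD79) to -0.0148 (BXD102) with 1 strain left out. The weight term was 2.16 (p of 0.0320) with each strain scored by bins called without it, and 1.04 (BXD102) to 2.07 (BXD65) with 1 strain left out. Its p kept its side of 0.05 in 7 of 12 fits without 1 strain. With 1 mouse left out the weight term was 1.17 (UT502) to 1.88 (UT529), and its p changed side in 16 of 69 fits. Diet turned to -1.37 (p of 0.955) without BXD73 and to -1.81 (p of 0.935) without BXD79, and was 29.3 without BXD102. In the test mice, r of DMRmAge-acc and maximum life span (-0.668) had a median of -0.451 over 20 random training sets (median permutation p = 0.106).

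The median bin held 21 to 53 reads in a mouse, and 17475 bins had a mouse with none. Leaving those out gave 232 age-DMRs and 499 BW0-DMRs. With library size as a covariate there were 274 and 415.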

Differences from the paper's values

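No test in this part was chosen only after the result was seen, and the alternatives named were set before the data were examined.

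The paper gives 3 BW0-DMRs in CpG islands, and 8 were found here, counted by the bin's midpoint. The count was 12 of 689 in the bins of Table S6, which also differs from the paper's value. Tables S5 to S7 give 34 bins as CpG island, and 33 of these were in an island here. In Table S5 alone 98 bins were in an island here, so the annotations of islands differ. In the 55 training mice the paper reports 237 age-DMRs, and 135 were found here. A threshold of 0.00015 gave 166 and the median of 20 random training sets was 190, which are both within 1.5 times the paper's value, and a normal approximation to t gave 294. In the 14 test mice the paper gives r = 0.92 for DMRmAge and age, and r was 0.785 here (p = 0.000390). It was 0.813 with a threshold of 0.00015, 0.821 with equal weights and 0.736 as the median of random training sets, all still apart from the paper's value, and the highest random set reached 0.870. For the CD mice of the test set the paper gives a mean DMRmAge-acc that lies 12.02 ± 19.98 days below 0. On that scale it was -9.91 ± 64.7 days here (SD, n = 4), that is, above 0. The paper does not name its error, and its values for all 33 mice are those of an SD. No alternative was run for this mean.

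The paper reports more bins at 1e-04 than the 255 for age, 502 for BW0 and 95 for life span found here. At a threshold of 0.00015 there were 305, 689 and 124, and 0.00015 is the largest p in Table S5. At 2.7e-07 the paper has 1 bin more for age and for BW0 than the 25 and 6 here. The p in its own tables also gives 25 and 6, and those of the next bins, 2.74e-07 and 2.73e-07, round to the threshold. A prior count of 5 gave 26 and 7, and all 70 mice gave 21 and 7.

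The paper states that all HFD mice of the test set had a positive DMRmAge-acc, and here 3 of 4 did. It states a higher DMRmAge-acc on HFD in the test set, and the difference here was 19.7 days (exact p = 0.629, n = 4 each), 30.2 with a threshold of 0.00015 (exact p = 0.4) and 25.1 with equal weights (exact p = 0.571). It names B6D2F1 as the only long-lived group with a positive mean, and the mean of D2B6F1 was 0.0705 days here. It calls the relation of DMRmAge-acc with BW0 significant, and here p was 0.0531 at the same r, with p of 0.05 or less under 10 of 16 alternatives set before the data were examined.

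The paper counts PC3 among the correlates of maximum life span, also on CD alone. Here r was -0.297 with an unadjusted permutation p of 0.0134, as in the paper below 0.05, and an adjusted p of 0.0627. On CD r was -0.236 (permutation p = 0.0829), while rho was -0.477 (p = 0.000330). It finds no relation of the mean methylation with longevity, and over 69 mice no adjusted p was below 0.157 here, while in the 55 CD mice the intergenic mean correlated with median life span at r = 0.380 (p = 0.00428, adjusted p = 0.0240). Mice of a CD group share 1 life span value but were permuted as independent, so a difference from the paper over groups is undecided. The paper describes LS-DMRs as of lower CpG density, without naming a comparison, and here their median was 5 CpGs, below the 7 of age-DMRs and the same as over all bins. It finds the mean methylation alike in LS-DMRs with positive and negative coefficients, and the medians here were 4.01 and 3.74. It names introns as the most enriched feature of BW0-DMRs, which had the smallest p here (0.00406), while the log2 enrichment was larger for the 3' UTR (0.90 against 0.22). Its discussion names *Igfbp2* among the LS-DMRs. Table S7 has no such bin, and the *Igfbp3* bin it does list had a p of 0.000126 here (n = 69).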

Other observations

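The tests chosen only after the result was seen are those of capture and BW0, of variants and CpG-dense bins in BXD102, of CpG-dense bins on HFD, of clocks of gaining or losing bins, of a clock called in CD mice, and the model fitted for diet.

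More bins passed 1e-04 for age than chance allows. With age permuted among the mice of a group, the median was 29 bins. Of 100 splits, the real one included, 3 gave as many as 255, so chance is excluded at that share. The bins that gained methylation were CpG-dense, and those that lost it had a median of 6 CpGs, against 5 over all bins. Each mouse's slope of log2 RPKM on CpG count, a measure of how strongly the capture favours CpG-dense DNA, had r = -0.0336 with age (p = 0.780, 6 relations), and 229 of the 255 bins were called with the slope as a covariate, which argues against capture as the source. Variants and library size left 212 and 274 bins. The relation to age was also seen in mice not used to call the bins. In the 14 test mice r of DMRmAge and age was 0.785 (permutation p = 0.000390). Over 20 random training sets the test r ran from 0.172 to 0.870, and with each strain scored by bins called without it r was 0.730. That the difference in CpG density comes from age remains a hypothesis, since it was described in the mice the bins were called in.

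For BW0, permuted among the mice of a group, 2 of 100 splits gave as many as 502 bins, so chance within groups is excluded at that share. Most coefficients were negative (76.1%), and with BW0 permuted the median share of positive coefficients was 25.4% against 23.9% in the real fit. The permuted fits keep the group means of BW0, so they cannot tell whether this skew comes from BW0 between groups. The slope on CpG count correlated with BW0 at r = 0.382 (p = 0.00132, adjusted p = 0.00396 over 6 relations; rho = 0.415) and, within groups, at 0.230 (p = 0.0581). With the slope as a covariate 143 bins passed, of which 69 were among the 502, all 502 kept their sign and the median ratio of coefficients was 0.758. Capture and BW0 cannot be told apart here, because the slope goes with BW0 between groups and its relation within groups is undecided. The slope also followed library size (r = 0.577, p = 1e-05, the smallest possible).

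For median life span, 8 of 100 splits gave as many as 95 bins, so chance is not excluded. At 2.7e-07, 5 of 100 gave as many as 3.

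The negative relation of DMRmAge-acc with maximum life span was not seen without BXD102 (r = -0.105, or -0.0750 with the bins weighted again without it), and with life span permuted among the 17 groups its p was 0.0809. Over 8 families of related strains r was -0.519 (exact p = 0.207) and rho -0.048 (exact p = 0.935). That 1 strain carries it is consistent with these values, and over 16 group means without BXD102 r was -0.282 (permutation p = 0.291). Whether mice of a group that repeat 1 life span value add to it remains open, since over the 17 group means r was -0.527 (p = 0.0287, adjusted p = 0.115; rho = -0.356, p = 0.163). Without the F1s it was stronger, at r = -0.520 (n = 60, p = 4.0e-05), and over the 15 group means without F1s at r = -0.658 (permutation p = 0.00798, adjusted p = 0.0319; rho = -0.443, p = 0.0992).

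The low DMRmAge-acc of BXD102 was found in bins that gain methylation. A clock of the 175 gaining bins gave -136 days for BXD102, the lowest of 17 groups, and one of the 131 losing bins gave -0.634 days, the tenth lowest. Without the bins that hold variants it was -131 days, which argues against sequence variants. In the gaining bins BXD102 was lower by a median of 0.35 log2 (-0.35), against -0.0304 (-0.13 to 0.06) in 1000 sets of bins matched for CpG count and mean (p of 0.001, the smallest possible), which argues against lower values over all CpG-dense bins. DMRmAge-acc was lowest in the 2 youngest of the 5 BXD102 mice (-196 and -159 days) and -65.3 to -99.0 in the 3 older ones, which is not what a slower gain with age would give. What lowers it was not tested.

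HFD mice had a DMRmAge-acc 39.2 days higher than CD mice. It was 40.2 with library size regressed out and 36.8 with each strain scored by bins called without it, so neither library size nor calling bins in mice of the same strain accounts for it. HFD mice of other strains still entered that calling. A clock of the 155 bins called and weighted in CD mice gave 14.4 days (permutation p = 0.486; 9 of 14 HFD mice above 0), lower than 48 of 50 clocks from as many mice with HFD mice among them (10.3 to 62.1, median 35.8). Whether the calling of bins in HFD mice adds to the difference cannot be told apart from the spread between such clocks. With the 306 bins weighted in CD mice the difference was 35.7 days (permutation p = 0.00714).

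The direction of the diet difference depended on the bins. Gaining bins gave 54.1 days (permutation p = 0.000280, 14 of 14 HFD mice above 0) and losing bins -50.5 days (p = 0.0625, 2 of 14 above 0). HFD mice were higher at both, by a median of 0.10 log2 within strain in gaining bins (80.1% positive) and 0.04 in losing bins, against 0.0101 in matched sets for the gaining bins, which argues against higher values over all CpG-dense bins. Higher values at the bins of both kinds are not what an older age alone would give, since losing bins fall with age. What raises them was not tested further.

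With diet in the model, in 33 mice with strain and age, 52 bins passed 1e-04 (25 higher and 27 lower on HFD). By least squares 0 had an adjusted p of 0.05 or less, 4.95% of bins had an unadjusted p of 0.05 or less, and 0 were among the 306 bins of Table S5. Of 100 splits 12 gave as many as 52, so chance is not excluded. The smallest p was in an exon of *Cyp1a2* (chromosome 9, 57682051 to 57682200, mm10), at 4.04 ± 0.26 log2 RPKM (SD) in 14 HFD and 3.55 ± 0.19 in 19 CD mice, higher in 5 of 5 strains (p = 6.8e-07, adjusted p = 0.130, n = 33).

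The BXD65 HFD mouse that the paper excluded was set against the others over 1934 bins with variants whose values part the other 69 in 2 groups. Its highest r with any mouse was 0.246, where the 69 had at least 0.770 with their own strain, which argues against an exchange with another strain in the study. Both F1 crosses were counted together, values were centred on each bin's mean over the mice, and the bins were chosen in these 69. In the same bins the excluded mouse lay between the groups in 13.8%, above the inbred mice (1.14% to 8.17%) and below the F1s (22.0% to 36.0%). Its 4340 bins at 0 reads were above those of the F1s (1 to 638 in B6D2F1, 9 to 723 in D2B6F1) and near the highest of the other 69 (4330). Its library was small, at 11441520 reads, but the BXD65b mouse UT178, with 11028723 reads, had 3004. This count goes against an F1-like sample, while the share between the groups lies above the inbred mice. A mixed or F1-like sample cannot be told apart from a mouse of another strain, because these measures point in different directions.

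PC4 followed median life span also over 8 families of related strains (r = 0.922, exact p = 0.000868; rho = 0.881, p = 0.00724), which argues against related sub-strains counted as separate groups as its source. Strain accounted for 90.7% of the variance of PC4, so any other trait that differs between these strains remains open.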
